# Exosomal cargo including microRNA regulates sensory neuron to macrophage communication after nerve trauma

**DOI:** 10.1038/s41467-017-01841-5

**Published:** 2017-11-24

**Authors:** Raffaele Simeoli, Karli Montague, Hefin R. Jones, Laura Castaldi, David Chambers, Jayne H. Kelleher, Valentina Vacca, Thomas Pitcher, John Grist, Hadil Al-Ahdal, Liang-Fong Wong, Mauro Perretti, Johnathan Lai, Peter Mouritzen, Paul Heppenstall, Marzia Malcangio

## Abstract

Following peripheral axon injury, dysregulation of non-coding microRNAs (miRs) occurs in dorsal root ganglia (DRG) sensory neurons. Here we show that DRG neuron cell bodies release extracellular vesicles, including exosomes containing miRs, upon activity. We demonstrate that miR-21-5p is released in the exosomal fraction of cultured DRG following capsaicin activation of TRPV1 receptors. Pure sensory neuron-derived exosomes released by capsaicin are readily phagocytosed by macrophages in which an increase in miR-21-5p expression promotes a pro-inflammatory phenotype. After nerve injury in mice, miR-21-5p is upregulated in DRG neurons and both intrathecal delivery of a miR-21-5p antagomir and conditional deletion of miR-21 in sensory neurons reduce neuropathic hypersensitivity as well as the extent of inflammatory macrophage recruitment in the DRG. We suggest that upregulation and release of miR-21 contribute to sensory neuron–macrophage communication after damage to the peripheral nerve.

## Abstract (web summary)

Exosomes are known to contain microRNAs (miRs). Here the authors show that dorsal root ganglion neurons release exosomes containing miR-21-5p, which contributes to inflammatory cell recruitment following peripheral nerve injury.

## Introduction

Neuropathic pain is a debilitating condition and the efficacy of current treatment strategies, which include opioids and anticonvulsants, is limited by the extensive side effect profiles observed in patients^1^. Thus, there is a necessity for novel mechanisms and therapeutic targets to be identified. Compelling evidence supports a critical role of immune cells in the mechanisms underlying neuropathic pain at the site of nerve damage in the periphery, in the dorsal root ganglia (DRG), and in the dorsal horn of the spinal cord^2^. At the site of injury and in the DRG, monocytes/macrophages infiltrate in response to chemokines produced by Schwann cells and satellite cells. Pro-inflammatory macrophages release mediators such as cytokines and chemokines, which activate the vascular endothelium and alter the sensory transduction properties of nociceptive axons and cell bodies, causing continual activity (peripheral sensitization)^3, 4^. In the spinal cord, microglia proliferate, change their morphology, undergo changes in gene expression, and release pro-nociceptive mediators, which can sensitize neurons and contribute to central sensitization^5–7^. Both central and peripheral sensitizations are fundamental for the generation of allodynia, hyperalgesia, and spontaneous pain^8^.

The manipulation of neuron–macrophage/microglia communication is proving to be a viable instrument with which to halt the development of neuropathic pain, and both macrophage and microglia targets are being considered for novel therapeutic approaches^1, 4, 9^.

Here we investigate the mechanisms by which neurons and macrophages communicate in the DRG and modify the inflammatory infiltrate after peripheral axon injury. Specifically, we focus our attention on the release of extracellular vesicles (EVs), including exosomes, from sensory neuron cell bodies in the DRG. Exosomes are EVs that are secreted by all types of cells, including immune cells and neurons^10^. While initially thought to be a cellular mechanism of waste disposal, EVs are now also considered to be highly specified enablers of intracellular and intercellular communication^11^. Exosomes derive from multivesicular bodies (MVBs) and secretory exosomes contain a specific cargo composition^10^. Current evidence indicates that MVBs are present in the cell bodies of sensory neurons in the DRG rather than in peripheral or central axonal terminals^12^, suggesting that cell bodies may release EVs, including exosomes under appropriate conditions. However, evidence for the ability of primary sensory neurons to secrete exosomes is yet to be established. Although electrical excitability of the cell bodies in the DRG is not necessary for signal conduction to the central nervous system, their cell membranes are electrically excitable and peripherally generated spikes, which propagate centrally, invade, and provoke activity of the soma, which also has the capacity to fire spontaneously^13^. Recent in vivo imaging studies demonstrate that neuronal coupling in DRG contributes to pain hypersensitivity after peripheral injury^14^.

Exosome cargo includes a variety of microRNAs (miRs), and recent evidence indicates significant dysregulation of miRs in the DRG and spinal cord after nerve injury^15–17^. These miRs can modulate nociception and, for instance, intrathecal delivery of miR-124, miR-103, and miR-23b attenuates inflammatory and neuropathic pain by altering intracellular neuronal, astrocytic, and microglial functions^18–20^. Conversely, miR-let7b exerts a pro-nociceptive effect via mediation of neuron–neuron cross-excitation. Following its activity-induced release by DRG neurons, miR-let7b activates TRPA1 channels, thus providing positive feedback for sensory neurons^21^. In addition, miR-134, which is also expressed in the DRG, is pro-nociceptive in chronic pain models^22^ and miR-183 cluster controls neuropathic pain-regulated genes in DRG^23^.

To date, however, much of our understanding regarding miR-mediated effects on pain mechanisms is based on the use of “unpackaged” miRs. In order to advance our knowledge, it is now critical to assess the effect of miRs in a biologically relevant setting in which they are present as exosomal cargo. In this study we assess whether sensory neuron cell bodies in the DRG secrete exosome-containing miRs as a means to communicate with infiltrated macrophages after peripheral nerve injury.

## Results

### Exosomes containing miRs are released from DRG neurons

Several miRs are dysregulated in sensory neurons after spared nerve injury (SNI) and in particular the expression of miR-21 increases after sciatic nerve axotomy^24^. We confirmed that peripheral nerve injury induces upregulation of miR-21 expression in the lumbar DRG. Specifically, we observed relatively low expression of miR-21 in the cell bodies of sensory neurons under sham conditions (Figs. 1a, c, e) as well as contralateral to nerve injury (Figs. 1d, e) and significant upregulation of miR-21 in ipsilateral sensory neurons 7 days after SNI (Figs. 1b, e). No miR-21 expression in DRG was detected with a control scrambled probe (Supplementary Figs. 1a–d). Expression of miR-21 was ele-vated 7 days after SNI in both large-diameter neurons (NF200^+^; Figs. 1f–h) and small-diameter peptidergic neurons (CGRP^+^; Figs. 1i–k) compared to either contralateral or ipsilateral sham neurons. Predictably, while very few F4/80^+^ cells were found in sham injury DRG (Figs. 1l, m), in the DRG ipsilateral to injury, infiltrating macrophages (F4/80^+^ cells) were observed in the vicinity of sensory neuron cell bodies containing miR-21 (Fig. 1n). In addition, some macrophages expressed miR-21 fluorescence in SNI DRG (Fig. 1o) and miR-21-positive macrophages were more abundant in DRG ipsilateral compared to contralateral SNI and ipsilateral sham injury (Supplementary Fig. 1e).

**Fig. 1:**
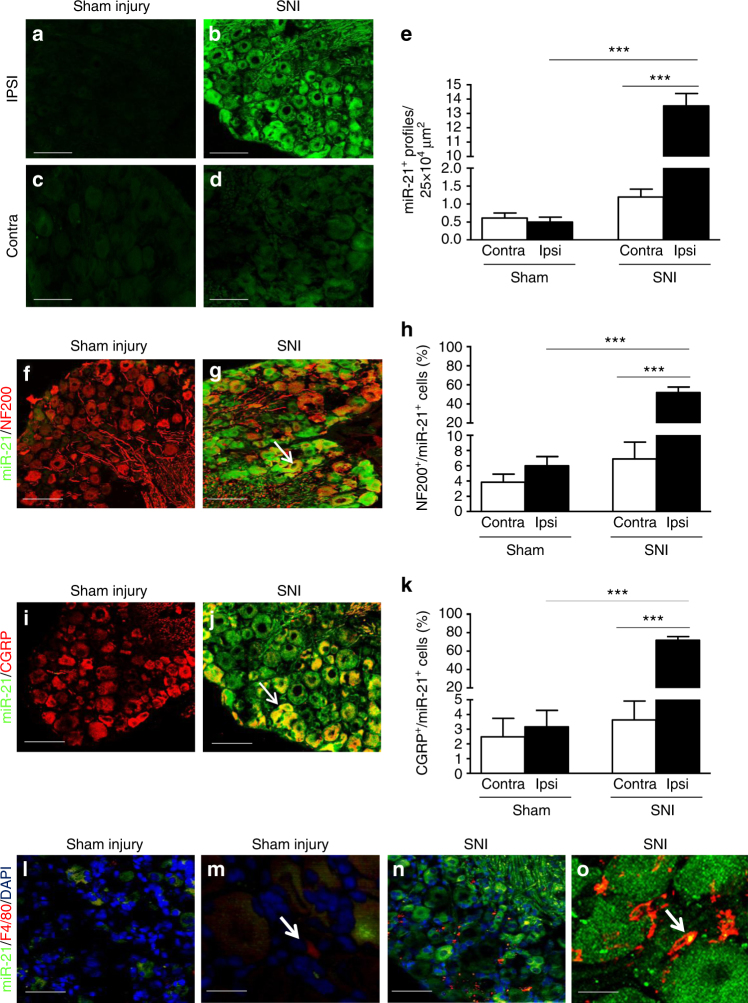
Expression of miR-21 is increased in DRG neurons following spared nerve injury. **a**–**d** Upregulation of miR-21 expression detected by fluorescence in situ hybridization (FISH) in ipsilateral L5 DRG neurons 7 days after SNI compared to sham injury and contralateral DRG neurons. Scale bar = 100 μm. **e** Quantification of miR-21^+^ neurons in L4/5 DRG. **f**,** g** Immunostaining for large-diameter DRG neurons (NF-200, red) and FISH for miR-21 (green) in sham and SNI ipsilateral L5 DRG. Scale bar = 100 μm. **h** Quantification of large cell bodies NF-200^+^ neurons that also express miR-21 in L4/5 DRG. **i**, **j** Immunostaining of small-diameter DRG neurons (CGRP, red) and FISH for miR-21 (green) in sham and SNI ipsilateral L5 DRG. Scale bar = 100 μm. **k** Quantification of CGRP^+^ neurons that also express miR-21 in L4/5 DRG. **l**–**o** Immunostaining of macrophages (F4/80^+^ cells, red), FISH for miR-21 (green), and nuclei (4',6-diamidino-2-phenylindole (DAPI), blue) in sham and SNI DRG. Scale bar = 100 μm. **m**, **o** Representative example of high-magnification merge (×63), a puncta (yellow) can be seen in macrophages (F4/80^+^ red cells), scale bar = 10 μm. Data are means ± S.E.M., *n* = 3 mice/group. ***P < 0.001, one-way ANOVA, post hoc Bonferroni

In order to confirm that the endogenous expression of miR-21 and other selected miRs could be detected in DRG, we measured intracellular expression in dissociated DRG cultures. Expression of miR-21-5p was comparable to miR-let7b, miR-124, and miR-134, which were selected as positive-control miRs (Fig. 2a). As we were interested in determining whether sensory neurons release EVs and miRs from their cell bodies following noxious-like activation, we treated cultured DRG with capsaicin. Incubation of capsaicin for 25 min and 3 h resulted in a significant accumulation, in the exosomal fraction of the culture media, of the endosomal sorting complex required for transport (ESCRT-I) component Tumor Susceptibility Gene 101 (TSG101; Fig. 2b and Supplementary Fig. 2a), which is an intracellular protein central for exosomal sorting from MVBs^25^. Capsaicin treatment for 3 h, but not 25 min, also induced a significant extracellular increase of the exosomal marker Flotillin-1 (Fig. 2c and Supplementary Fig. 2b), which belongs to the family of lipid raft-associated proteins and is involved in endosome and exosome recycling^26^. Similarly, capsaicin incubation for 3 h, but not 25 min, significantly increased the extracellular expression of the exosomal protein Milk Fat Globule-E 8 protein (MFG-E8; Fig. 2d and Supplementary Fig. 2a), which is an adhesion molecule and acts as an opsonin for cells to be engulfed by phagocytosis following binding to αvβ5 integrin in macrophages^27, 28^. Capsaicin incubation was not associated with neurotoxicity as determined by LDH assay (data not shown). Consistent with an activity-dependent release of exosomal markers, incubation of cultured DRG with depolarizing agent potassium chloride at 25 and 50 mM for 3 h promoted release of TSG101 and MFG-E8 (Supplementary Fig. 3). However, the highest concentration was required for Flotillin-1 band to become visible (Supplementary Fig. 3). Furthermore, treatment of pure sensory neurons in culture with capsaicin induced significant release of EVs compared to buffer incubation alone (Figs. 2e–g). We could readily observe neuronal EVs by ImageStream^TM^ flow cytometry^29^ (Figs. 2e, f) which were significantly elevated in capsaicin compared to control media (Fig. 2g). NanoSight tracking analysis confirmed that capsaicin incubation doubled the number of EVs in the media and revealed that both control and capsaicin media were rich in particles, 90% of which have a diameter below 125 nm with a mode of 74.7 nm and hence can be genuinely considered as exosomes (Fig. 2h and Supplementary Fig. 4a).

**Fig. 2:**
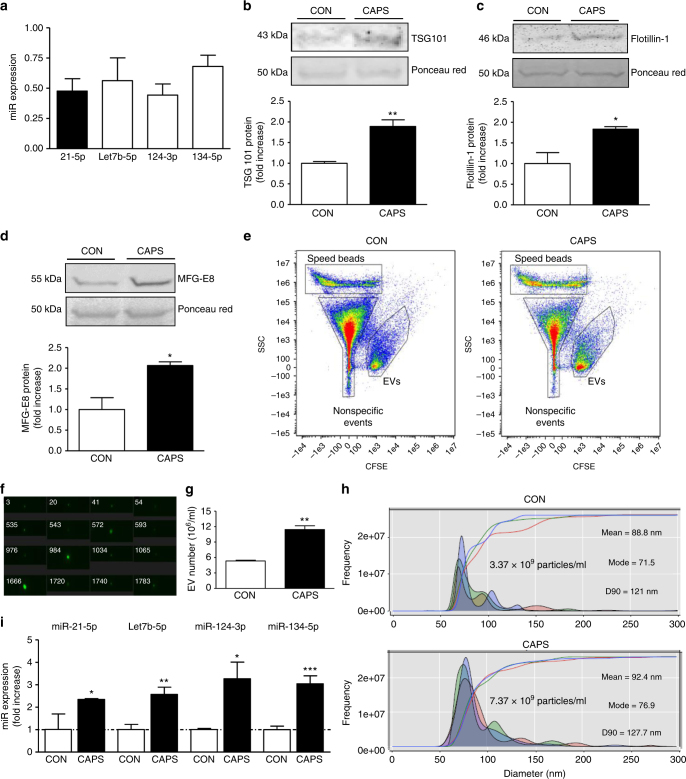
Capsaicin induces release of extracellular vesicles that include exosomes containing miRs from sensory neurons in culture. **a** Intracellular expression of miRs 21-5p, Let7b-5p, 124-3p, and 134-5p normalized to SNORD 202 (housekeeping non-coding RNA; *n* = 5 cultures). **b**–**d** Representative western blot and quantification of exosomal markers TSG101, Flotillin-1, and MFG-E8 in the culture media of DRG neurons incubated with buffer control (0.001% dimethyl sulphoxide (DMSO) in HEPES buffer + glucose 1 mg/ml; CON) or Capsaicin (1 µM; CAPS) for 3 h. Data are means ± S.E.M., *n* = 4 cultures; *P < 0.05 and **P < 0.01 compared to control, Student’s *t-*test. **e**–**g** ImageStream™ analyses. **e** Pseudocolour dot plots of carboxyfluorescein succinimidyl ester (CFSE) fluorescence against side scatter (SSC) for EVs isolated from culture media of neurons incubated with buffer control or CAPS for 3 h. **f**,** g** Representative images and quantification of EVs. Data are means ± S.E.M., *n* = 4 cultures; **P < 0.01 compared to control, Student’s *t*-test. **h** NanoSight detection of exosomes isolated from culture media of neurons incubated with buffer control or CAPS for 3 h. Representative outcome is shown. Each colored line represents a single frame recording with a total of 3 frames for each sample. The inset data indicate mean diameter, mode diameter and D90 values represent the diameter of 90% of the particles. **i** Expression of miRs 21-5p, Let7b-5p, 124-3p and 134-5p in the exosomal fraction of DRG neurons media treated with buffer control or CAPS for 3 h. Data are means ± S.E.M., *n* = 4 cultures; *P < 0.05, **P < 0.01 and ***P < 0.001 compared to control, Student’s *t* test

Expression analysis of miRs in the exosome fraction of cultured DRG media indicated that capsaicin significantly increased levels of miR-21-5p, let7b, miR-124, and miR-134 compared to control conditions (Fig. 2i). In keeping with this increase of miRs in EV fractions, in DRG whole-cell lysates, capsaicin induced a significant increase in *Dicer* mRNA and Dicer protein fragments isolated by immunoprecipitation (~90 and 66 kDa; Supplementary Figs. 4b, c). As the RNase type III enzyme Dicer is the rate-limiting enzyme in the miR formation from pre-miR^30^, these data suggest that capsaicin may trigger Dicer activity in sensory neurons. The effect of capsaicin was TRPV1 receptor-mediated. In fact, capsaicin-induced release of TSG101 and MFG-E8 positive EVs was significantly reduced when dissociated DRG obtained from mice deficient in TRPV1 were used (Fig. 3a). Similarly, the release of miR-21-5p, let7b, miR-124 and miR-134 measured in the exosomal fraction of wild-type (WT) DRG was absent in DRG obtained from TRPV1 knockout (KO) mice (Figs. 3b–e). As TRPV1 is exclusively expressed by neurons and not satellite cells^31^, we can confidently attribute these differences in release between WT and TRPV1 KO mice as neuronal.

**Fig. 3:**
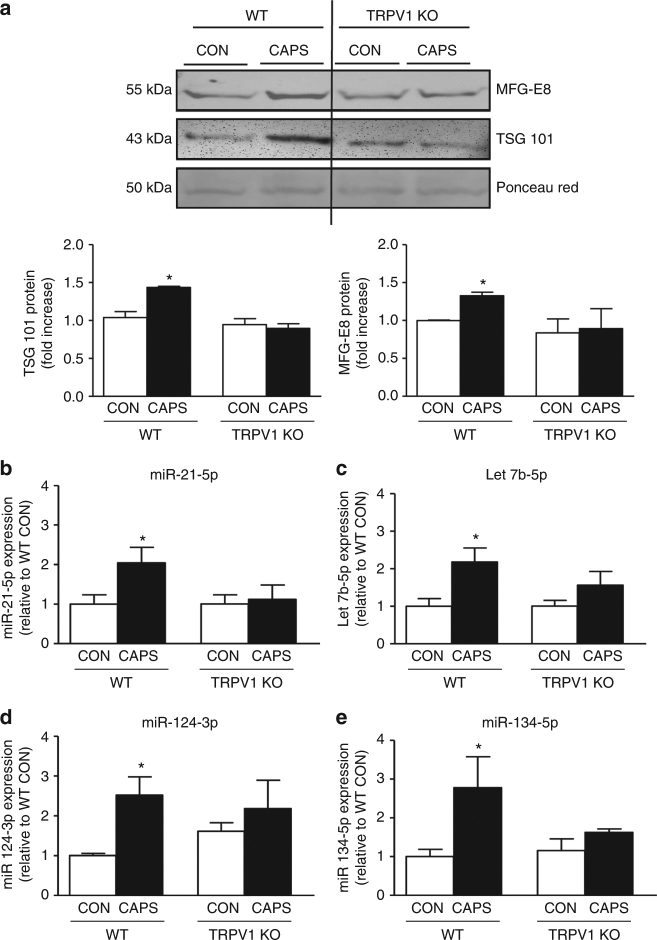
Exosomes release from sensory neurons is mediated by TRPV1 activation. **a** Representative western blot image and quantification of exosomal markers TSG101 and MFG-E8, in the media of cultured DRG neurons obtained from WT and TRPV1 KO mice and incubated with buffer control or CAPS for 3 h. **b**–**e** Expression of miRs in exosomal fraction of DRG media obtained from WT and TRPV1 KO mice. Data are means ± S.E.M., *n* = 4. *P < 0.05 compared to control WT, one-way ANOVA, post hoc Bonferroni test

These in vitro data indicate that exosomes containing miRs, such as miR-21-5p, are released from the cell bodies of TRPV1-expressing sensory neurons. In the in vivo scenario of the DRG after peripheral nerve injury, nociceptive neuron-derived exosomes may interact with macrophages, which infiltrate in response to nerve injury. Such macrophages may phagocytose miR-21-containing exosomes, especially those expressing the adhesion molecule MFG-E8, which we have identified in our EV preparations.

### Sensory neuron-derived EVs are phagocytosed by macrophages

To assess whether macrophages phagocytosed neuron-derived exosomes, resulting in functional transfer of miR-21-5p, we incubated peritoneal macrophages with exosome-enriched media derived from pure sensory neurons in culture and made the following three observations. Firstly, EVs were effectively transferred into macrophages as confirmed by ImageStream™ analysis using fluorescently labeled vesicles. Neuron-derived EVs (CFSE-labeled; green) were rapidly engulfed by primary macrophages (F4/80^+^ in Fig. 4a) as demonstrated by both augmented positive events in the dot plots and representative images (Fig. 4b). Quantification at single-cell level revealed that macrophages accumulated significantly more EVs following incubation with capsaicin-derived media compared to control media (Fig. 4c). Secondly, EV phagocytosis had an impact on macrophage phenotype, as evident by an increase in mRNA for inducible nitric oxide synthase (iNOS, *Nos2*, M1 marker) and decrease in mRNA for CD206 (mannose receptor, *Mrc1*, M2 marker) in macrophages incubated with neuron-derived EVs compared to macrophages not exposed to exosomes (Fig. 4d). Consistent with possible miR-21 transfer in macrophages, the expression of Sprouty2 mRNA (*Spry2*) a known miR-21 target^24^ was downregulated (Fig. 4d). Finally, inhibition of miR-21-5p prevented the effect of neuron-derived exosomes on cell phenotype as treatment of macrophages with a specific miR-21-5p antagomir resulted in lower expression of *Nos2* concomitant to higher expression of *Spry2*, compared to treatment with scrambled oligomer (Fig. 4e). We have observed that macrophages expressed basal constitutive levels of miR-21-5p, although to a much lesser extent than other miRs, such as miR-155-5p (Fig. 5a). Thus, to further investigate possible transfer of miR-21, we silenced miR-21-5p (Figs. 5b, c) and incubated macrophages with exosomes isolated from either non-viral transfected or miR-21-overexpressing sensory neurons^24^. Under both conditions, we observed that in antagomir-transfected macrophages incubation of neuron-derived EVs produced a significant increase in miR-21-5p expression (Figs. 5b, c). Macrophage incubation with miR-21-overexpressing neuron EVs was associated with upregulation of *Nos2* (Fig. 5d), whereas in the presence of the antagomir, incubation of miR-21-overexpressing neuron EVs resulted in higher expression of *Mrc1* and *Spry2* (Fig. 5e).

**Fig. 4:**
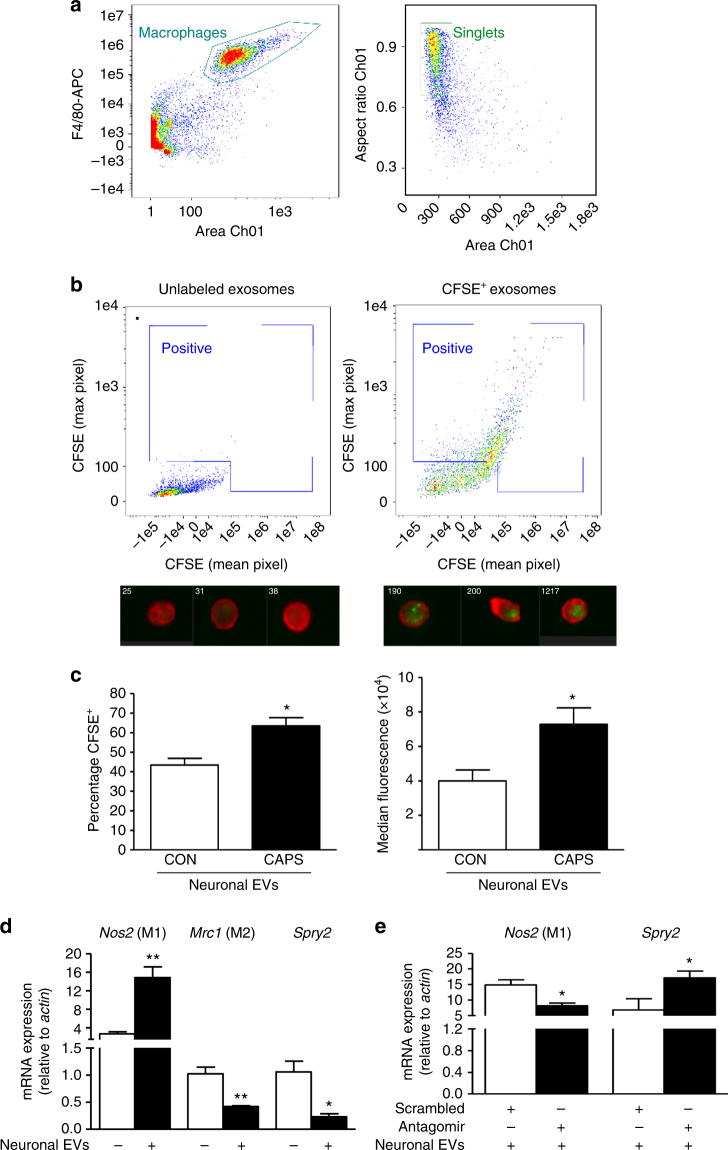
Exosomes released from pure sensory neurons after capsaicin are phagocytosed by macrophages. **a**, **b** Representative scatterplots (gating strategy) and ImageStream^TM^ images showing EVs (CFSE-labeled, green) uptake by macrophages (F4/80^+^, red). EVs were isolated from culture media after incubation of pure DRG neurons with buffer control or CAPS for 3 h. **c** Percentage-positive and median fluorescence intensity of CFSE^+^ macrophages incubated with neuron-derived EVs. Data are means ± S.E.M., *n* = 4. *P < 0.05, compared to control, Student’s *t-*test. **d** *Nos2, Mrc1*, and *Spry2* mRNA expression levels in macrophages incubated with and without exosomes derived from CAPS-treated pure DRG neurons. **e** *Nos2* and *Spry2* mRNA expression levels in macrophages transfected with miR-21-5p antagomir or scrambled oligomer and incubated with EVs derived from CAPS-treated pure DRG neurons. Data are means ± S.E.M., *n* = 3; *P < 0.05 and **P < 0.01 Student’s *t-*test

**Fig. 5:**
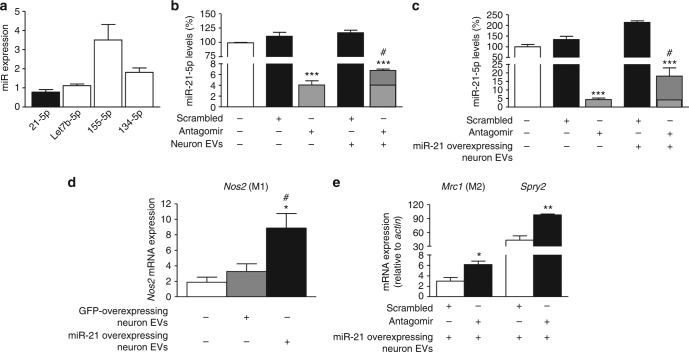
Expression of miR-21-5p is increased in antagomir-transfected macrophages exposed to capsaicin-released exosomes. **a** Peritoneal macrophage intracellular expression of miRs 21-5p, Let7b-5p, 155-5p, and 134-5p normalized to SNORD 202 (housekeeping non-coding RNA; *n* = 4 cultures). **b** miR-21-5p expression in macrophages transfected with miR-21-5p antagomir or scrambled oligomer and incubated with or without EVs derived from CAPS-treated pure DRG neurons. **c** miR-21-5p expression in macrophages transfected with miR-21-5p antagomir or scrambled oligomer and incubated with or without miR-21-overexpressing EVs derived from CAPS-treated DRG neurons. Data are means ± S.E.M., *n* = 3; ***P < 0.001, compared to scrambled oligomer; ^#^ *P* < 0.05, compared to macrophages not exposed to EVs, one-way ANOVA, post hoc Bonferroni test. **d** Expression of *Nos2* mRNA in macrophages incubated with GFP-overexpressing or miR-21-overexpressing neuronal EVs. Data are means ± S.E.M., *n* = 3; *P < 0.05 compared to macrophages not exposed to EVs; ^#^ *P* < 0.05 compared to GFP-derived EVs, one-way ANOVA, post hoc Bonferroni test. **e** *Mrc1* and *Spry2* mRNA expression levels in macrophages transfected with miR-21-5p antagomir or scrambled oligomer and incubated with miR-21-overexpressing EVs derived from CAPS-treated DRG neurons. Data are means ± S.E.M., *n* = 3; *P < 0.05 and **P < 0.01 Student’s *t*-test

Altogether, these in vitro observations indicate that sensory neurons can transfer miR-containing exosomes to macrophages and this transfer results in changes of cell phenotype as well as intracellular levels of miR-21-5p and known miR-21 gene targets.

### Overexpression of miR-21-5p promotes M1 macrophage phenotype

To define the effect of increased intracellular miR-21-5p on macrophage polarization, we transfected primary peritoneal macrophages with either fluorescence-labeled miR-21-5p (miR-21-5p mimic) or the scrambled sequence termed N4. Macrophage transfection with miR-21-5p mimic produced more than a 90% yield efficiency in F4/80^+^ cells and resulted in a significant increase in miR-21-5p expression relative to controls (Figs. 6a, b). Transfection with N4 displayed the same efficacy as miR-21-5p mimic, but, as expected, did not result in increased expression of miR-21-5p (Fig. 6b). The expression of Spry2 was downregulated in miR-21-5p mimic-transfected macrophages compared to control transfection and N4-transfected cells (Fig. 6c).

**Fig. 6:**
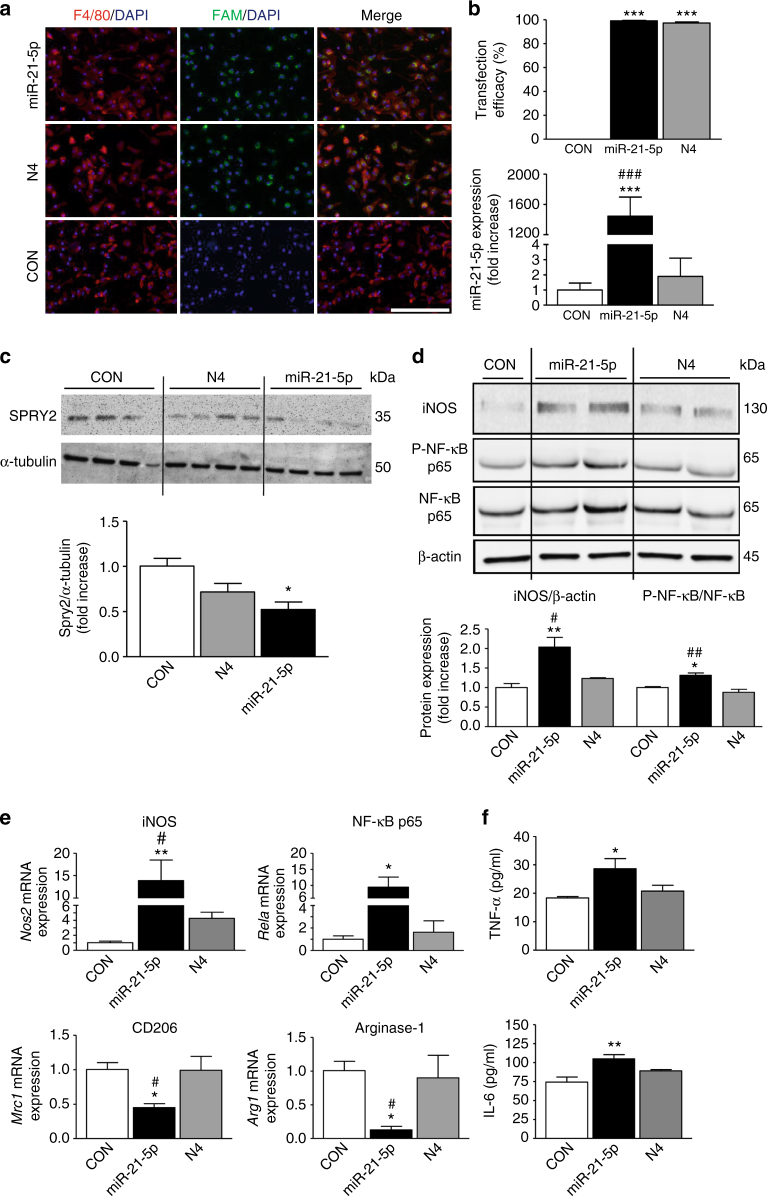
Transfection of peritoneal macrophages with miR-21-5p “mimic” induces upregulation of pro-inflammatory markers. **a** Peritoneal macrophage transfection for 48 h with FAM-labeled miR-21-5p mimic or scrambled control N4, and co-localization of miR-21-5p and N4 (FAM-labeled, green) with F4/80 (macrophage marker, red); nuclear stain DAPI (blue). Objective ×20, scale bar = 200 µm. **b** Transfection efficacy expressed as percentage of cells double-positive for F4/80 and FAM-labeled miR-21-5p mimic or N4; miR-21-5p expression in transfected macrophages revealed by qPCR. Data are means ± S.E.M., *n* = 6 coverslips. ***P < 0.001 compared to CON; ^###^ *P* < 0.001 compared to N4, one-way ANOVA, post hoc Bonferroni. **c** Overexpression of miR-21-5p in macrophages induces a significant reduction of Spry2 protein revealed by western blot. **d** Representative western blot and quantification of iNOS and P-NF-κB protein levels induced by overexpression of miR-21-5p in macrophages. Data are means ± S.E.M., *n* = 4 for each group. *P < 0.05 and **P < 0.01 compared to CON; ^#^ *P* < 0.05 and ^##^ *P* < 0.01 compared to N4, one-way ANOVA, post hoc Bonferroni. **e** mRNA expression levels for pro-inflammatory (*Nos2, Rela*) and anti-inflammatory (*Mrc1, Arg1*) mediators following macrophage transfection with miR-21-5p mimic and N4. Data are means ± S.E.M., *n* = 6 for each group. *P < 0.05 and **P < 0.01 compared to CON; ^#^ *P* < 0.05, compared to N4, one-way ANOVA, post hoc Bonferroni. **f** TNF-α and IL-6 levels in media of transfected macrophages. Data are means ± S.E.M., *n* = 6; *P < 0.05 and **P < 0.01 compared to CON, one-way ANOVA, post hoc Bonferroni

Subsequent analysis of polarization markers in miR-21-5p-transfected macrophages revealed upregulation of several pro-inflammatory markers compared to N4 transfection and control transfection. Specifically, we detected an increase of both protein and mRNA for iNOS and transcription nuclear factor κB subunit p65 (NF-κB p65, *Rela*; Figs. 6d, e). Furthermore, miR-21-5p transfection, more significantly than N4 and control transfection, reduced the transcriptional levels of *Mrc1* and Arginase-1 (*Arg1*; Fig. 6e). Consistent with these intracellular changes, extracellular levels of pro-inflammatory cytokines, tumor necrosis factor (TNF)-α and interleukin (IL)-6, were higher in the media obtained from miR-21-5p-transfected macrophages compared to either control transfection or N4 media (Fig. 6f).

These in vitro transfection data support evidence for a pro-inflammatory role of miR-21^32^ by showing that an increase in intracellular miR-21-5p induces macrophage polarization toward a pro-inflammatory M1 phenotype.

In order to substantiate our finding, we performed flow cytometry analyses of miR-21-5p-transfected macrophages and observed a significant shift in favor of the M1 population. Specifically, macrophages that were transfected with miR-21-5p were significantly polarized toward M1 (CD206^−^CD11c^+^) compared to both N4-transfected cells and control transfection (Figs. 7a, e) while the proportion of M2 cells (CD206^+^ CD11c^−^) was not significantly altered (Figs. 7a, f). Notably, the numbers of CD45^+^, F4/80^+^ CD11b^+^, and CD206^+^ CD11c^+^ cell populations were comparable after control, N4 and miR-21-5p transfection (Figs. 7a–d).

**Fig. 7:**
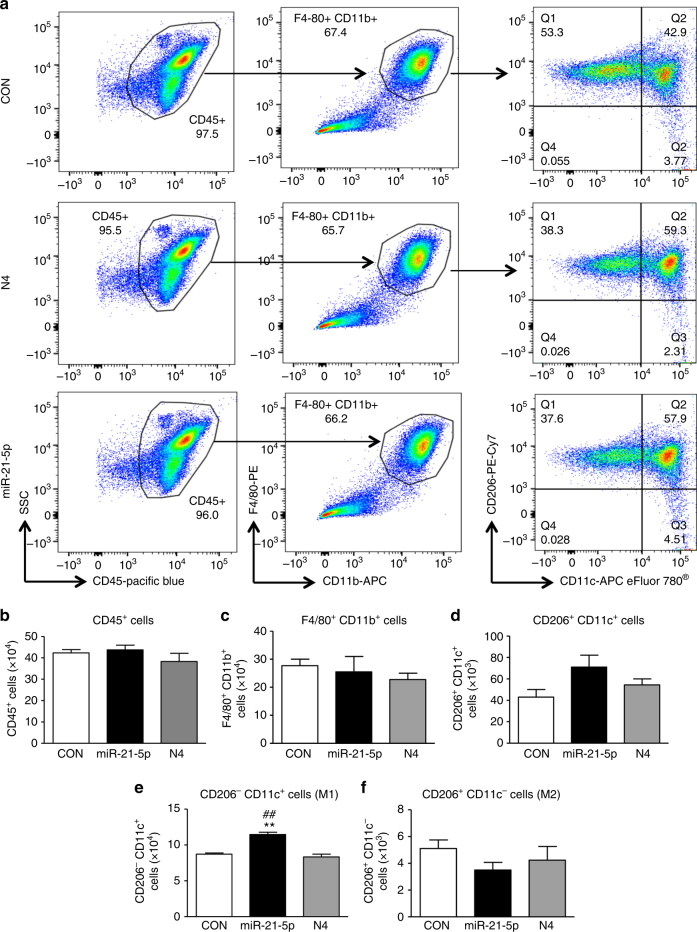
Transfection of peritoneal macrophages with miR-21-5p mimic reduces M2 and favors M1 phenotype. **a** Representative scatterplots of peritoneal macrophages transfected with N4 or miR-21-5p mimc for 48 h. Cells were immunolabeled with antibody–fluorophore conjugates against CD45, CD11b, F4/80, CD206, and CD11c. Macrophages were defined as CD45^+^CD11b^+^F4/80^+^ cells, and their fluorescence intensity for CD206 and CD11c labels were used to define M1 (CD206^−^CD11c^+^) and M2 (CD206^+^CD11c^−^) phenotypes. Numbers in gates refer to percentage of positive cells for each specific marker. **b**–**f** Bar charts represent numbers of leukocytes (CD45^+^ cells), macrophages (CD11b^+^F4/80^+^) and (CD206^+^CD11c^+^), M1 macrophages (CD206^−^CD11c^+^) and M2 macrophages (CD206^+^CD11c^−^). Data are means ± S.E.M., *n* = 4 for each group. **P < 0.01 compared to CON; ^##^ *P* < 0.01 compared to N4, one-way ANOVA, post hoc Bonferroni

### Inflammatory macrophages infiltrate ipsilateral DRG

One week after nerve injury, inflammatory macrophages infiltrate in the DRG in higher numbers than in sham-injured DRG^9^. By performing flow cytometry analysis of leukocytes isolated from Day-7 sham-operated and neuropathic mice, we demonstrated a significant infiltration of leukocytes (CD45^+^ cells) in DRG ipsilateral to peripheral nerve injury compared to contralateral DRG (Supplementary Figs. 5b, c). This infiltration was also apparent under sham conditions, but to a lesser extent (Supplementary Figs. 5a, c). Specifically, F4/80^+^CD11b^+^ macrophages, and especially the CD206^+^CD11c^+^ subset, were present in higher numbers in ipsilateral compared to contralateral DRG in both sham and injured conditions (Supplementary Figs. 5a, b). The ipsilateral vs. contralateral difference in macrophage numbers was even more significant in injured DRG (Supplementary Figs. 5a, b, d). In particular, CD206^−^CD11c^+^ cells (M1 macrophages) were more numerous in the ipsilateral injured DRG than DRG contralateral to injury and sham DRG (Supplementary Fig. 5e), while CD206^+^CD11c^−^cells (M2 macrophages) were significantly less abundant in injured compared to sham ipsilateral DRG (Supplementary Fig. 5f). SNI is therefore associated with infiltration of pro-inflammatory macrophages in the DRG ipsilateral to injury, which is less pronounced in DRG contralateral to injury or under sham conditions.

### miR-21 antagomir prevents nociceptive hypersensitivity

Having observed that (i) macrophages that had infiltrated into the DRG after injury displayed a pro-inflammatory M1 phenotype; (ii) DRG sensory neurons were able to release exosomes containing miR-21-5p in an activity-dependent manner; (iii) miR-21-5p overexpression in macrophages was associated with M1 phenotype, we hypothesized that in vivo the ongoing nociceptive neuron activity contributes to M1 polarization of macrophages through exosome release, which serves as a neuron–macrophage communication mediator.

Specifically, we postulated that neuronal miR-21 could contribute to the nociceptive hypersensitivity and influence the nature of the inflammatory infiltrate in the DRG after peripheral nerve injury. In order to test this hypothesis, we took a dual approach by (i) performing prolonged intrathecal delivery of the miR-21-5p antagomir and (ii) generating sensory neuron conditional miR-21 null mice. We observed that intrathecal delivery of the miR-21-5p antagomir, but neither the scrambled oligomer nor transfecting agent (vehicle), significantly prevented the development of nerve injury-associated nociceptive hypersensitivity from day 2 to 7 by ~50% (Fig. 8a). Critically, delivery of the miR-21-5p antagomir did not have an effect on mechanical thresholds contralateral to injury (Fig. 8b). The administration of the miR-21-5p antagomir to naive mice significantly enhanced expression of Spry2 compared to the scrambled oligomer (Supplementary Fig. 6a) and reduced miR-21-5p expression in the lumbar DRG (Supplementary Fig. 6b), confirming efficient delivery of the construct. As both the miR-21-5p antagomir and scrambled oligomer were fluorescently tagged, we examined their distribution. No fluorescence was observed in the spinal cord (Supplementary Fig. 7). However, both compounds had reached the ipsilateral and contralateral DRG where they accumulated preferentially in the cell bodies of sensory neurons (Figs. 8c, d, i and Supplementary Fig. 8). The constructs were found in up to 20% of the macrophages (F4/80^+^ cells, Figs. 8e, f, i) and 5% of satellite cells (GFAP^+^; Figs. 8g-i). Furthermore, immunohistochemical analysis revealed that miR-21-5p antagomir treatment significantly reduced the number of macrophages (F4/80^+^ expressing cells) in DRG ipsilateral to injury compared to treatment with the scrambled oligomer (Figs. 8j, k). Systemic administration of the same dose of miR-21-5p antagomir for 7 days via subcutaneous pumps altered neither SNI mechanical hypersensitivity nor the number of macrophages compared to scrambled oligomer (Supplementary Fig. 9), suggesting that the intrathecal oligomer was effective locally.

**Fig. 8:**
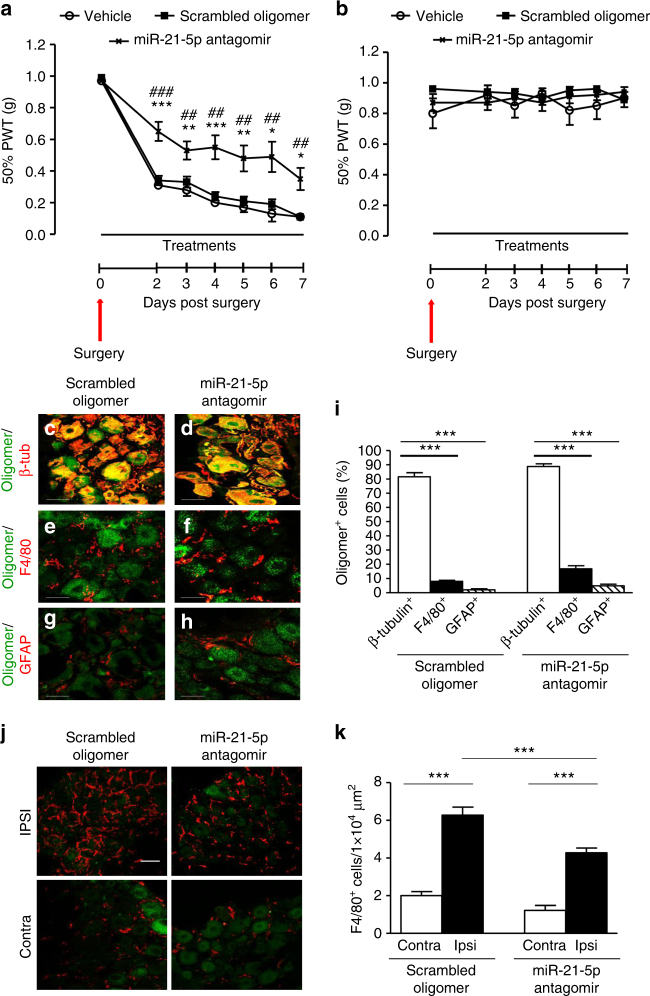
Intrathecal delivery of miR-21 antagomir prevents mechanical hypersensitivity and reduces macrophage numbers in the DRG following SNI injury. **a** Effect of continuous intrathecal delivery of the miR-21-5p antagomir (12 pmol/day) for 7 days on the development of mechanical hypersensitivity. **b** No effect on contralateral nociceptive thresholds of miR-21-5p, scrambled oligomers, or vehicle. Data are presented as 50% of paw withdrawal thresholds (PWT); means ± S.E.M., *n* = 6 mice in vehicle group and 12 mice in oligomer-treated groups. *P < 0.05, **P < 0.01, ***P < 0.001 compared to vehicle; ^##^ *P* < 0.01, ^###^ *P* < 0.001 compared to scrambled oligomer, two-way ANOVA followed by Tukey test. Scrambled oligomer and miR-21-5p antagomir (green) distribution in L5 DRG and co-localization with the neuronal marker β-tubulin (red; **c**, **d**, **i**) macrophage marker F4/80 (red; **e**, **f**, **i**), or the satellite cell marker GFAP (red; **g**–**i**). Scale bar = 50 μm. **j** Macrophage infiltration (F4/80, red) in ipsilateral and contralateral L5 DRG. Scale bar = 50 μm. **k** Quantification of F4/80^+^ cells in L4 and L5 DRG ipsilateral and contralateral to injury following intrathecal delivery of either the scrambled oligomer or miR-21-5p antagomir. Data are means ± S.E.M., *n* = 4 for each group. ***P < 0.001, one-way ANOVA, post hoc Bonferroni

### miR-21 antagomir modulates macrophage phenotype in DRG

We then went on to assess the phenotype of macrophages present in the DRG following peripheral nerve injury under the intrathecal treatment conditions. Flow cytometry analysis of the leukocyte population (CD45^+^ cells) in the DRG revealed, following injury, a significant higher number of M1 macrophages in ipsilateral compared to contralateral DRG when the scrambled oligomer was delivered continually for 7 days (Figs. 9a, c–f), similar to that observed in untreated neuropathic DRG (Supplementary Fig. 5). However, delivery of the miR-21-5p antagomir altered the macrophage profile in DRG ipsilateral to injury. We detected a reduction in CD45^+^ cells (leukocytes; Fig. 9b) and no longer observed a significant difference in this population between ipsilateral and contralateral DRG (Fig. 9c). We also observed a significant reduction in F4/80^+^CD11b^+^ cells (macrophages) as well as CD206^−^CD11c^+^ cells (M1 phenotype) compared to ipsilateral DRG treated with the scrambled oligomer (Figs. 9a, b, d, e). M2 macrophages (CD206^+^CD11c^−^) were significantly reduced in ipsilateral compared to contralateral DRG following injury when mice were treated with the scrambled oligomer, but not the miR-21-5p antagomir (Fig. 9f). Thus, 7-day-intrathecal administration of a miR-21-5p antagomir, which accumulated predominantly in the cell bodies of sensory neurons in the DRG, resulted in a reduction in pro-inflammatory macrophage infiltration in the DRG and a significant behavioral antinociceptive effect.

**Fig. 9:**
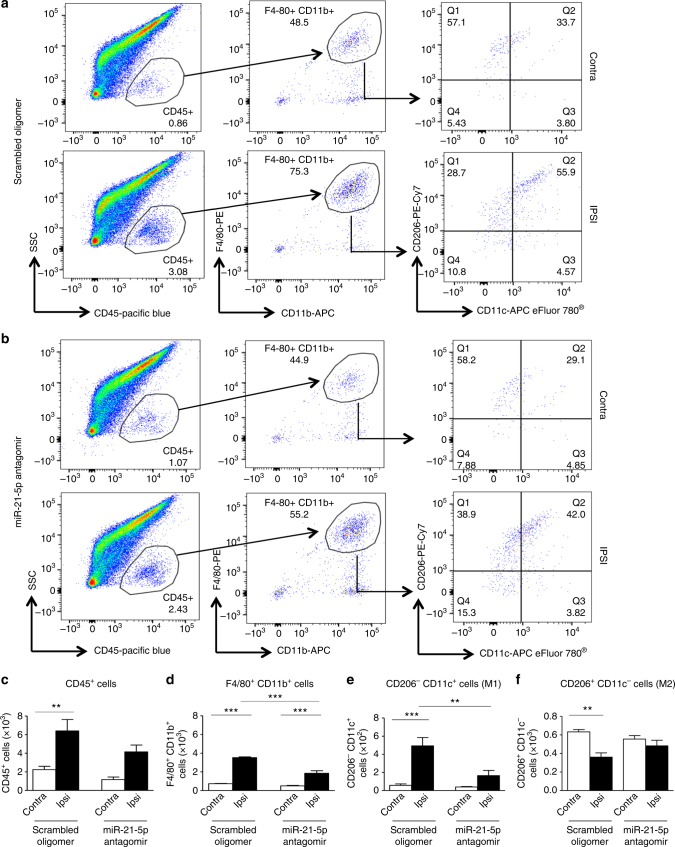
Intrathecal delivery of miR-21-5p antagomir reduces immune cell recruitment and number of M1 macrophages in DRG following SNI injury. Representative scatterplots of immune cells sorted from pools of contralateral and ipsilateral L4 and L5 DRG obtained from SNI mice intrathecally treated with scrambled oligomer (**a**) or miR-21-5p antagomir (**b**) as in Fig. 8. Cells were gated on CD45^+^, F4/80^+^, and CD11b^+^. Macrophages were defined as CD11b^+^F4/80^+^ and further analyzed for the M2 (CD206^+^CD11c^−^) and M1 (CD206^−^CD11c^+^) phenotypes as indicated by arrows. Numbers in gates refer to the percentage of positive cells for each specific marker. Bar charts represent absolute number in DRG of leukocytes (CD45^+^; **c**), macrophages (CD11b^+^F4/80^+^; **d**), M1 macrophages (CD206^−^ CD11c^+^; **e**), and M2 macrophages (CD206^+^ CD11c^−^; **f**). Statistical analysis was performed on data obtained from four independent experiments. Data are means ± S.E.M., *n* = 4 for each group. **P < 0.01 and ***P < 0.001, one-way ANOVA, post hoc Bonferroni

### miR-21 deletion in sensory neuron prevents hypersensitivity

In order to establish the cellular source of miR-21 and further substantiate the proposed mechanism of neuroimmune interaction, we silenced miR-21 expression selectively in sensory neurons, and achieved a significant 50% downregulation of miR-21 expression in the miR-21 conditional KO (cKO) compared to WT littermates DRG (Fig. 10a). After peripheral nerve injury, in cKO we observed an attenuation of ipsilateral nociceptive hypersensitivity compared to WT, which reached significance on days 5–7 (Fig. 10b). Contralateral thresholds were comparable between cKO and WT (Fig. 10b). In the lumbar DRG of cKO the number of CD45^+^ cells, which had infiltrated by day 7 from nerve injury was significantly lower than in WT (Fig. 10c). Macrophage numbers (F4/80^+^CD11b^+^ cells; Figs. 10d, e) and M1 cells (CD206^−^CD11c^+^; Fig. 10f) were significantly reduced in cKO compared to WT ipsilateral DRG. Notably, numbers of M2 macrophages (CD206^+^CD11c^−^) were elevated in cKO ipsilateral DRG compared to WT DRG (Fig. 10g). 

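Macrophages carrying F4/80 and CD11b were sorted on day 7 after SNI from pooled L4 and L5 DRG on the injured side of WT mice and of miR-21 cKO mice, in which miR-21 is deleted in sensory neurons. The 24 measured genes of a macrophage identity list, which includes Adgre1 (F4/80) and Itgam (CD11b), lay at a median percentile of 59.5 to 69.0 among 18193 genes on the 3 WT arrays and of 44.4 to 72.6 on the 3 miR-21 cKO arrays. The 17 genes of antigen presentation, which load and carry peptides on MHC molecules, lay at 68.8 to 84.9 over the 6 arrays. The 47 genes of ribosomal proteins lay at 39.6 to 63.6, and the 94 genes of oxidative phosphorylation at 43.7 to 60.8. Different probe sets bind with different strength, so that a percentile can be compared between arrays and not between genes or groups. Olfactory receptors (Olfr), which are taken here as background, had a median signal of 317 over 47 probe sets, and all 45037 tested probe sets one of 263. The Olfr background used below is the 95th percentile of Olfr probe sets, a signal of 1037. A mean above it does not by itself show expression. Probe set 1436936_s_at of Xist, an RNA of female cells, had such a mean, with 433 to 2001, though the paper used males. The Xist probe sets 1427262_at and 1427263_at did not. Xist was chosen after its values were seen.
RNA of each pool was amplified with the WT Pico kit and hybridized to 1 Affymetrix Mouse 430V2 array, a 1-colour array that reads a gene with 1 or more probe sets. The kit is made for whole-transcript arrays, and Mouse 430V2 is an array for the 3' ends of transcripts. The strand that the probe sets of mouse genes read is not given in the sources used here, and whether it fits the labelled strand is open for every signal of a mouse gene. Each genotype had 3 independently collected pools, and the paper's text does not give the number of mice in each pool for the arrays. The authors summarised the probes of each probe set with MAS5 into 1 linear signal per array, scaled so that the mean after trimming 2% from each end was 500 on every array. Median signals were 305, 309.5 and 271 on the WT arrays and 279, 286 and 301 on the miR-21 cKO arrays. The number of arrays limits the precision, and the deposited values carry no detection calls. The signals were used here on the log2 scale without further scaling, and a fold change of a probe set that lies under the Olfr background in a genotype is one of the measured signals only. No probe set is named for miR-21 itself, and a deletion in sensory neurons could not be read from macrophage RNA, so the genotype of the arrays rests on the labels.
Spearman correlations across probe sets were 0.238 to 0.319 between WT arrays, 0.211 to 0.240 between miR-21 cKO arrays and 0.192 to 0.303 between arrays of different genotype. Probe sets are not independent replicates, and these values only describe the arrays. The poly-A control dap, bacterial RNA added to each sample before labelling, read 603966 and 610897 on WT arrays 1 and 2 and 646156 on miR-21 cKO array 3. It read 246995 on WT array 3, and 243483 and 98638 on miR-21 cKO arrays 1 and 2. The control for mouse 18S ribosomal RNA read 407387 to 865108 over the 6 arrays. The fit was limma, with the spread of each probe set taken from a trend of spread on brightness, and the number at the thresholds of the methods was also counted with a test of each probe set by itself.

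**Figure D1:**
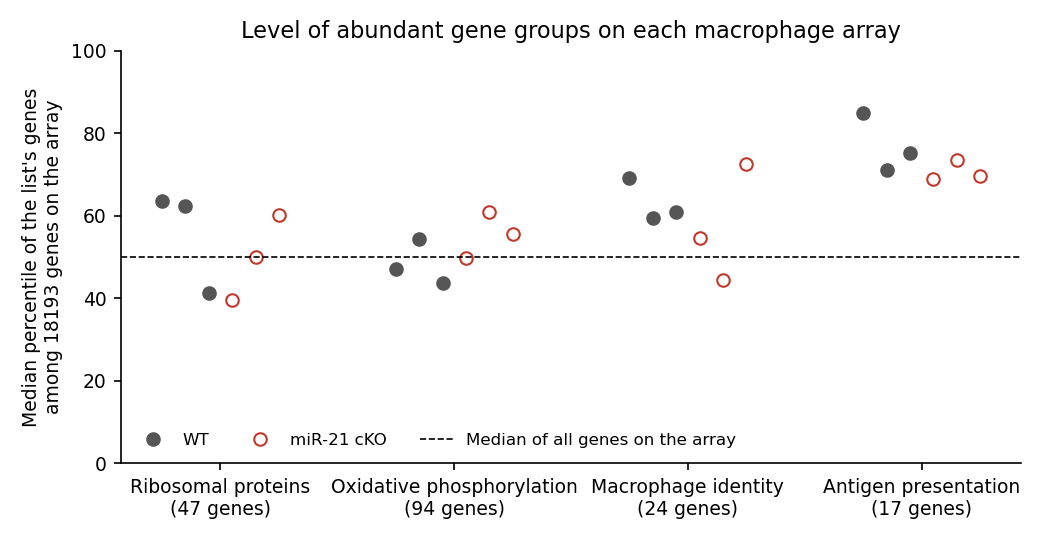
Level of 4 gene groups on each array. The vertical axis is the median percentile of a group's genes among 18193 genes on that array, filled circles are WT arrays, open circles are miR-21 cKO arrays and the dashed line is the median of all genes. Antigen presentation genes sit between 68.8 and 84.9, and ribosomal protein genes between 39.6 and 63.6.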

To identify possible gene targets that are regulated by neuron-derived miR-21 to drive the macrophage response, we performed a genome-wide microarray analysis of macrophages (F4/80^+^CD11b^+^ cells) isolated from L4 and L5 DRG of WT and cKO at 7 days after SNI (Supplementary Fig. 10a). 

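In macrophages of miR-21 cKO mice, 950 probe sets were higher and 1081 lower than in WT at an unadjusted p under 0.05 and at least 2-fold, 2031 in all. Des, the intermediate filament protein desmin of muscle cells, fell from a signal of 3881 ± 591 (SD, n = 3) in WT to 540.3 ± 288 (SD, n = 3) in miR-21 cKO. Enho, which encodes the secreted peptide adropin, rose from 3907 ± 1398 (SD, n = 3) to 8642 ± 1923 (SD, n = 3). Atp6ap2, an accessory protein of the vacuolar proton pump, rose from 588 ± 336 (SD, n = 3) to 20759 ± 30499.8 (SD, n = 3), with 55913 on miR-21 cKO array 2. Il6, a pro-inflammatory cytokine, and Itgam (CD11b), an integrin of myeloid cells, were higher and Tlr4, the receptor for lipopolysaccharide, was lower at these thresholds.
The fitted log2 fold change of Des was -3.03 (standard error 0.89, adjusted p = 0.88 from limma), that of Enho was 1.19 (standard error 0.55, adjusted p = 0.9999 from limma) and that of Atp6ap2 was 3.81 (standard error 0.79, adjusted p = 0.0092 from limma). For each of these 3 genes the arrays of one genotype did not overlap those of the other. The exact permutation test gave a two-sided p = 0.1, the smallest that 3 arrays against 3 allow. It adds no evidence, since the rule that named these 3 genes requires no overlap. With them, 5 genes were higher and 21 lower at the thresholds among genes whose mean over the 6 arrays was brighter than the Olfr background and whose genotypes did not overlap. All 5 and the 10 lower ones with the smallest p are named here. For 4 of these 15 the dimmer genotype was under that background on all 3 arrays. With the background in its place, the means gave Des 3.71-fold lower and Atp6ap2 6.97-fold higher, or 2.51-fold without miR-21 cKO array 2. These folds carry no error, and the background comes from other probe sets, so they are not minimum changes. No fold is given for Rab2a and Rbms3, which were under the background also on 2 and on 1 of the WT arrays. Enho, 2.28-fold higher, was above it on all 6 arrays, and for the other 10 the dimmer genotype was under it on 1 or 2 arrays. The other genes higher were D230025D16Rik, Tmem40 and St8sia3, a sialyltransferase. The others lower were the splicing factor Srsf1, the endosomal chloride transporter Clcn5, the ubiquitin ligase Trim37, the GTPase Rab2a of transport from the endoplasmic reticulum, the RNA-binding protein Rbms3, Kbtbd13, Vstm2b, Nacc2 and Limd2. Rab2a read 118479 on WT array 2 and at most 911 on any other array. Of these 15 genes, 1 passed an adjusted p from limma of 0.05, 6 kept their call in all 6 fits that leave out 1 array, and 5 kept it in the methods' t-test. With the mean of all probe sets of a gene 2 kept it, and 0 kept it in every planned setting. The Des log2 fold change was -0.97 with the mean of all its probe sets, which did not pass, and the Atp6ap2 log2 fold change was 2.33 without miR-21 cKO array 2. The log2 fold change was 0.86 for D230025D16Rik without WT array 3, 0.76 for St8sia3 without WT array 1, -0.75 for Rab2a without WT array 2, -0.99 for Limd2 without miR-21 cKO array 1, -1.52 for Vstm2b without array 2 and -0.63 for Kbtbd13 without array 3, and none of these passed. Calls were also lost for Enho without WT array 2 (0.90) and without miR-21 cKO array 3 (1.02), for Tmem40 without WT array 1 (1.37) and without miR-21 cKO array 1 (1.68), and for Rbms3 without WT array 1 (-2.11) and without WT array 3 (-2.18). St8sia3 lost its call also without miR-21 cKO array 1 (2.09), without array 2 (1.96) and without array 3 (1.75). Over all tested probe sets, 4419 or 9.81% had no overlap between the genotypes, where chance gives 10%.
After Benjamini-Hochberg adjustment over 45037 probe sets, 7 probe sets were higher and 3 lower by limma, against 0 by the methods' t-test, whose smallest adjusted p was 0.155. Those higher, besides Atp6ap2, read the MHC class II chain H2-Aa (log2 fold change 4.41, adjusted p = 0.0001 from limma), the small GTPase Cdc42 (log2 fold change 4.95, adjusted p = 0.0063 from limma), the 14-3-3 protein Ywhaq with 2 probe sets (5.91 and 5.00), the proton pump subunit Atp6v1e1 (3.47) and 1 unnamed transcript (3.57). The other H2-Aa probe sets had log2 fold changes of 0.37, 1.72 and -2.43. Those lower read the RNA-binding protein Hnrnpab (-0.91), the cell cycle transcription factor E2f5 (-0.72) and Ccdc22 (-2.56), an adaptor of endosomal sorting. Hnrnpab had log2 means of 19.5 ± 0.90 (SD, n = 3) in WT and 18.6 ± 1.88 (SD, n = 3) in miR-21 cKO, and its arrays overlapped. E2f5 was the 1 probe set of the 10 that kept an adjusted p under 0.05 in all 6 fits that leave out 1 array. Its standard error of 0.11 came from the trend, while its log2 SD was 0.41 in WT and 0.37 in miR-21 cKO (n = 3 each). The E2f5 arrays overlapped, and it did not pass the methods' t-test (unadjusted p = 0.086). The Ywhaq probe sets read 147437 and 39526 on miR-21 cKO array 2, without which they had 3.43 and 3.32, and the first had 8.97 without miR-21 cKO array 1. The unnamed transcript read 446448 on miR-21 cKO array 3 and had 1.80 without it, and 5.36 without miR-21 cKO array 1. Ccdc22 read 217999 on WT array 2 and had -0.55 without it. H2-Aa had 2.92 without WT array 3, Atp6v1e1 2.12 without WT array 2, and Hnrnpab -0.45 without WT array 1, -0.030 without miR-21 cKO array 2 and -1.90 without miR-21 cKO array 3. H2-Aa, Cdc42 and Atp6ap2 were the 3 of the 10 whose genotypes did not overlap. These transcripts apart from Atp6ap2 and Cdc42 were named after their values were seen.
Of 24 genes of macrophage identity, 2 were higher (Itgam and the lipopolysaccharide co-receptor Cd14), none was lower and 22 did not pass an unadjusted p under 0.05 in a fit of 1 probe set per gene. Itgam had signals of 396 ± 513 (SD, n = 3) in WT and 1098 ± 172 (SD, n = 3) in miR-21 cKO, a log2 fold change of 2.51 (standard error 1.25). Adgre1 (F4/80), the other sorting marker, had 2258 ± 291 (SD, n = 3) and 1671 ± 1411 (SD, n = 3), a log2 fold change of -1.44 (standard error 0.89). Of 26 pro-inflammatory (M1) markers, Il6 was higher, with a log2 fold change of 2.46 (standard error 1.20), and Tlr4 was lower, with -3.10 (standard error 1.42). Nos2, the inducible nitric oxide synthase of M1 cells, had -0.97 (standard error 1.51) and the cytokine Tnf had -1.36 (standard error 1.13). Itgax (CD11c), the surface marker of the M1 gate, had signals of 366 ± 23.9 (SD, n = 3) in WT and 71.4 ± 26.5 (SD, n = 3) in miR-21 cKO without overlap (exact permutation test, two-sided p = 0.1). Its log2 fold change of -2.41 (standard error 1.49) did not pass limma and passed the methods' t-test (unadjusted p = 0.0012). Of 26 anti-inflammatory (M2) markers, 1 was lower, the scavenger receptor Msr1, which read 92039 on WT array 2, and it alone passed when adjusted over the list alone. Without that array the Msr1 log2 fold change was -0.93 and did not pass. Mrc1 (CD206), the M2 surface marker, had a log2 fold change of 1.11 (standard error 1.11). Without 1 array the sign changed for Mrc1 (-0.37 without WT array 2), Nos2 (0.61 without WT array 2) and Adgre1 (0.11 without miR-21 cKO array 2). The cytokine Il10 had -1.27 (standard error 1.47), the leukocyte antigen Ptprc (CD45) 1.81 (standard error 1.51) and Rela, a subunit of NF-kB, 0.04 (standard error 1.15). Of the 16 genes named in the paper, 3 were called at the thresholds (Il6, Itgam and Tlr4), and 0 passed an adjusted p from limma. None of the 3 calls held in the methods' t-test or in all 6 fits that leave out 1 array, and their genotypes overlapped. Itgam had 1.47 without WT array 2, and Il6 had 1.47 without miR-21 cKO array 1 and 3.71 without miR-21 cKO array 2. Tlr4 had -2.37 without miR-21 cKO array 3. Cd14, which is not among these 16, had 1.52 without miR-21 cKO array 3. No member of these 3 lists passed when adjusted over all genes, and none but Msr1 over the list alone.
Of 31 genes of phagocytosis and lysosome, Lamp1, a lysosomal membrane protein, was higher (log2 fold change 2.88) and Axl, a receptor for apoptotic cells, was lower (-3.51). Of 19 interferon response genes 1 was higher (Ifit3, an interferon-induced antiviral protein, 2.66), and of 17 genes of antigen presentation 1 was lower (H2-DMa, which loads MHC class II, -2.45). Of 23 genes of NF-kB and Toll-like receptor signalling, Nfkbia, the inhibitor of NF-kB, was higher (3.45) and Tlr4 lower. Nfkbia read 62486 on miR-21 cKO array 2, without which its log2 fold change was 1.08 and did not pass, and it was 5.99 without miR-21 cKO array 1. That of Ifit3 was 1.76 without WT array 1, and none of Lamp1, Axl, Ifit3, H2-DMa, Nfkbia and Tlr4 kept its call in all 6 fits that leave out 1 array. Among 21 pro-nociceptive mediators Il6 alone was higher, and among 11 monocyte markers the calcium-binding protein S100a4 alone was lower (-2.13). In the fit of all probe sets S100a4 did not pass limma (unadjusted p = 0.075), and it passed the methods' t-test (unadjusted p = 0.039). None of 27 chemokines and chemokine receptors, 17 resident macrophage markers and 18 genes of exosomes and endosomes passed. With 1 probe set per gene, no member of these 9 lists passed when adjusted over all genes or over the list alone.
Markers of other cells of the DRG were called in both directions. Of 20 sensory neuron markers 2 were higher, the neuropeptide Gal (82.9 ± 55.9 in WT and 1173 ± 612 in miR-21 cKO, SD, n = 3) and the neurofilament Nefl (1056 ± 869 in WT and 6424 ± 6308 in miR-21 cKO, SD, n = 3). Nefl passed when adjusted over the list alone. Its genotypes overlapped (exact permutation test, two-sided p = 0.2), and its log2 fold change of 2.97 (standard error 0.85) was 1.55 without WT array 2. Of 9 mast cell markers 2 were lower, the IgE receptor chain Fcer1a (-3.07) and the tryptase Tpsab1 (-3.20). 1 marker was lower among 18 of fibroblasts (Mgp, a matrix protein), 16 of endothelium (Eng, a co-receptor for TGF-beta) and 5 of erythroid cells (the haemoglobin chain Hba-a1), and 1 was higher among 10 of dendritic cells (Fscn1, an actin-bundling protein). In the fit of all probe sets Fscn1 did not pass limma (unadjusted p = 0.053). Eng had -1.19 without miR-21 cKO array 2, and none of Fcer1a, Tpsab1, Mgp, Eng and Hba-a1 kept its call in all 6 fits that leave out 1 array. None passed among 19 markers of satellite glia and Schwann cells, 16 of T and NK cells, 9 of B cells and 12 of neutrophils. No marker in these lists passed when adjusted over all genes, and none but Nefl over its list alone.
The 33 gene lists were written before the data were examined, and the ribosomal protein list was corrected afterwards. Of them, 0 passed an adjusted p under 0.05 in camera, 0 with an estimated correlation and 0 by fry. The smallest adjusted p was 0.832 in camera, 0.847 with an estimated correlation and 0.685 by fry. Mast cell markers alone had an unadjusted camera p under 0.05 (p = 0.038, and p = 0.097 with an estimated correlation). The lists held 699 genes, of which 42 or 6.01% passed an unadjusted p under 0.05.
Unadjusted p-values under 0.05 came from 2043 probe sets (4.54%) in limma and from 2328 (5.17%) in the methods' t-test, where a test of probe sets without any difference would give 2252. At the thresholds of the methods the methods' t-test called 2225 probe sets, 1086 higher and 1139 lower, and 1039 of them were also called by limma. Of the probe sets called by limma, 102 were brighter than the Olfr background.

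**Figure D2:**
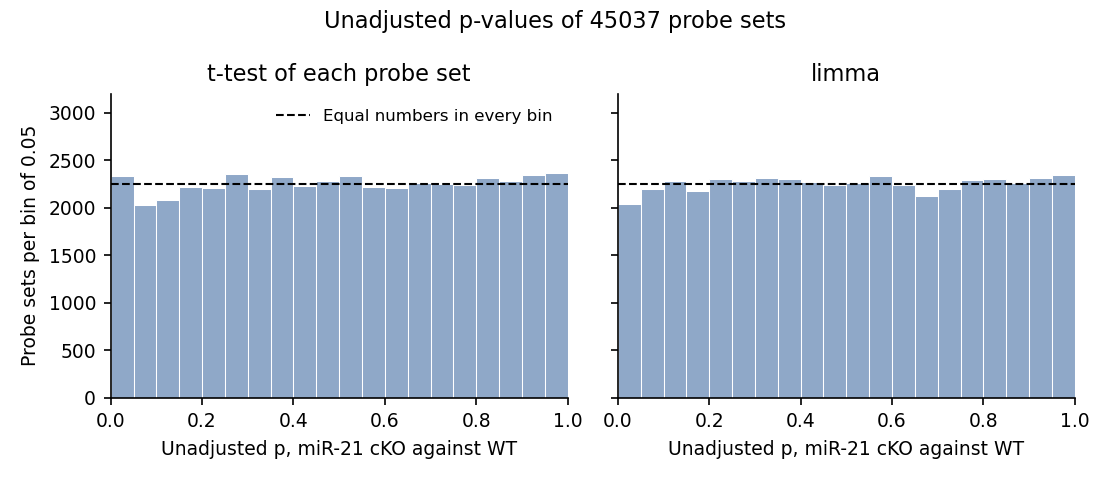
Unadjusted p-values of 45037 probe sets for miR-21 cKO against WT, in bins of 0.05, from a test of each probe set by itself (left) and from limma (right). Bars are numbers of probe sets, and the dashed line is the number that equal filling of all bins would give. The bar nearest 0 holds 2328 probe sets on the left and 2043 on the right.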

We found that 2207 genes were statistically and significantly regulated in the sorted macrophage population (Supplementary Fig. 10b) and a number of pathways were significantly perturbed by neuronal miR-21 absence (Supplementary Fig. 10c). 

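Of 35 measured genes listed as known miR-21 targets before the data were examined, 1 was lower in miR-21 cKO macrophages, none was higher and 34 did not pass an unadjusted p under 0.05 with 1 probe set per gene. The gene lower was Smarca4, the ATPase of a chromatin remodelling complex, with a log2 fold change of -2.41 (standard error 0.66). Its signal was 347582 on WT array 1 and 791 to 1901 on the other arrays, and the log2 fold change was 0.35 without WT array 1 and -4.04 without WT array 3. Among established targets that did not pass, the translation inhibitor Pdcd4 had a log2 fold change of 0.12 (standard error 1.42), the signalling inhibitor Spry1 one of -0.17 (standard error 1.00) and Spry2, which the paper measured in transfected macrophages, one of -1.19 (standard error 1.40). Without miR-21 cKO array 3 that of Spry2 was 0.21.
The 35 genes were read by 111 probe sets, of which limma called 2 higher and 4 lower at the thresholds of the methods, where 5.55 are given by an unadjusted p under 0.05 without any difference. Besides Smarca4, those lower read Peli1, a ubiquitin ligase of Toll-like receptor signalling (-3.28), the cell cycle transcription factor E2f1 (-2.95) and the stress protein Sesn1 (-3.19). Those higher read the TGF-beta receptor Tgfbr2 (3.22) and the transcription factor Zbtb20. Sesn1 was the 1 probe set of these 6 that kept its call in all 6 fits that leave out 1 array. Pdcd4, Spry1, Peli1, E2f1, Sesn1 and Tgfbr2 are singled out after their values were seen. The methods' t-test called 10 of the 111 probe sets, 4 higher and 6 lower, in 9 genes. With limma, 6 of the 35 genes had at least 1 call. Among 10000 random lists of genes matched on their numbers of probe sets, the median was 5 genes with a call, and 95% of the lists had 2 to 9. The list as a whole did not pass camera (unadjusted p = 0.232), and no member passed when adjusted over the list alone.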

To gain further insight from these pathways, we examined the cohort of regulated genes and found that three known target genes of miR-21 were significantly regulated in the macrophages (Supplementary Fig. 10d). Specifically, we have identified genes coding for two binding proteins *Acta2*, *Tpm1,* and one transcription factor, *znf288,* that are responsible for cytoskeleton remodeling and cell survival (Supplementary Fig. 10d).

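Acta2, the smooth muscle actin, was read by 3 probe sets, Tpm1, a tropomyosin that binds along actin filaments, by 4, and Zbtb20 (znf288), a zinc finger repressor, by 9. The brightest Acta2 probe set (1416454_s_at) had signals of 433, 463 and 724 on the WT arrays and of 910, 1655 and 1225 on the miR-21 cKO arrays, which did not overlap. The brightest probe set of Tpm1 (1423721_at) had 1432 ± 737 (SD, n = 3) in WT and 3934 ± 4918 (SD, n = 3) in miR-21 cKO, with 9588 on miR-21 cKO array 2. The brightest probe set of Zbtb20 (1438443_at) had 1224 ± 247 (SD, n = 3) in WT and 638 ± 372 (SD, n = 3) in miR-21 cKO. None of these 3 brightest probe sets passed an unadjusted p under 0.05 in limma.
For Acta2 the log2 fold change was 1.22 (standard error 1.05), with an unadjusted p of 0.25 in limma and of 0.023 in the methods' t-test. The arrays gave p = 0.1 in an exact permutation test, two-sided, the smallest possible. The other Acta2 probe sets had log2 fold changes of 0.31 and -0.89. For Tpm1 the brightest probe set had 0.69 (standard error 0.83), and without miR-21 cKO array 2 it had -0.39. Another, 1423049_a_at, had 2.40 (standard error 1.35), with an unadjusted p of 0.074 in limma and of 0.013 in the methods' t-test, and the last ones had -1.60 and -0.22. For Zbtb20 the brightest probe set had -1.12 (standard error 1.05). Probe set 1451577_at was higher in miR-21 cKO, at 46.2 ± 25.3 (SD, n = 3) in WT and 449 ± 83.7 (SD, n = 3) in miR-21 cKO. Its log2 fold change was 3.39 (standard error 1.45), with an unadjusted p of 0.019 in limma and of 0.0016 in the methods' t-test, and limma no longer called it without WT array 1 or without WT array 2. Probe set 1439128_at had -2.19 (standard error 1.20), with 0.067 in limma and 0.046 in the methods' t-test, and in all 3 of the 9 Zbtb20 probe sets had positive log2 fold changes. Probe sets other than the brightest are singled out after their values were seen.
Over the 16 probe sets of the 3 genes, limma called 1 and the methods' t-test called 4, of which 3 were higher and 1 lower. None passed after adjustment by limma or in the methods' t-test. At least 1 call by limma was found in 13.7% of the 2366 genes with 3 probe sets, in 18.0% of the 1093 genes with 4 and in 57.1% of the 14 genes with 9. For the methods' t-test these shares were 14.5%, 18.8% and 64.3%. The paper names these 3 genes from the same arrays, so their calls are not independent evidence of a difference.
Of 45 measured genes of the actin cytoskeleton, 2 were higher, 1 was lower and 42 did not pass an unadjusted p under 0.05. Those higher were Cdc42, which starts filopodia, and Fscn1. In the fit of all probe sets Fscn1 did not pass limma (unadjusted p = 0.053), nor did it pass the methods' t-test (unadjusted p = 0.077). The gene lower was Coro1a, an actin-binding protein of leukocytes, with 1006 ± 140.4 (SD, n = 3) in WT and 150.1 ± 135 (SD, n = 3) in miR-21 cKO. Cdc42 alone passed over all genes and when adjusted over the list alone, and it did not pass with the mean of all its probe sets (Cdc42 log2 fold change 1.68, unadjusted p = 0.081). Without miR-21 cKO array 2 it had 3.76 and no longer passed an adjusted p over all probe sets, nor did it without WT array 3 (4.87) or miR-21 cKO array 3 (5.17). Of 26 genes of apoptosis and cell survival, 1 was higher, Bid, which links death receptors to mitochondria, with 283 ± 323 (SD, n = 3) in WT and 1243 ± 289 (SD, n = 3) in miR-21 cKO, and it did not pass when adjusted over the list alone. In camera, the unadjusted p was 0.198 for the actin cytoskeleton and 0.212 for apoptosis and cell survival. Of 17 markers of smooth muscle and pericytes, a list that also holds Acta2, Rgs5, a pericyte regulator of G protein signalling, was higher (log2 fold change 2.91) and Des was lower, and Des alone passed when adjusted over the list alone. Coro1a (-3.01) and Rgs5 (1.97) without WT array 2 and Bid (2.15) without WT array 3 did not pass an unadjusted p under 0.05.
The paper states that these 3 known targets of miR-21 were significantly regulated in the macrophages and that their proteins are responsible for cytoskeleton remodeling and cell survival (Supplementary Fig. 10d).

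**Figure D3:**
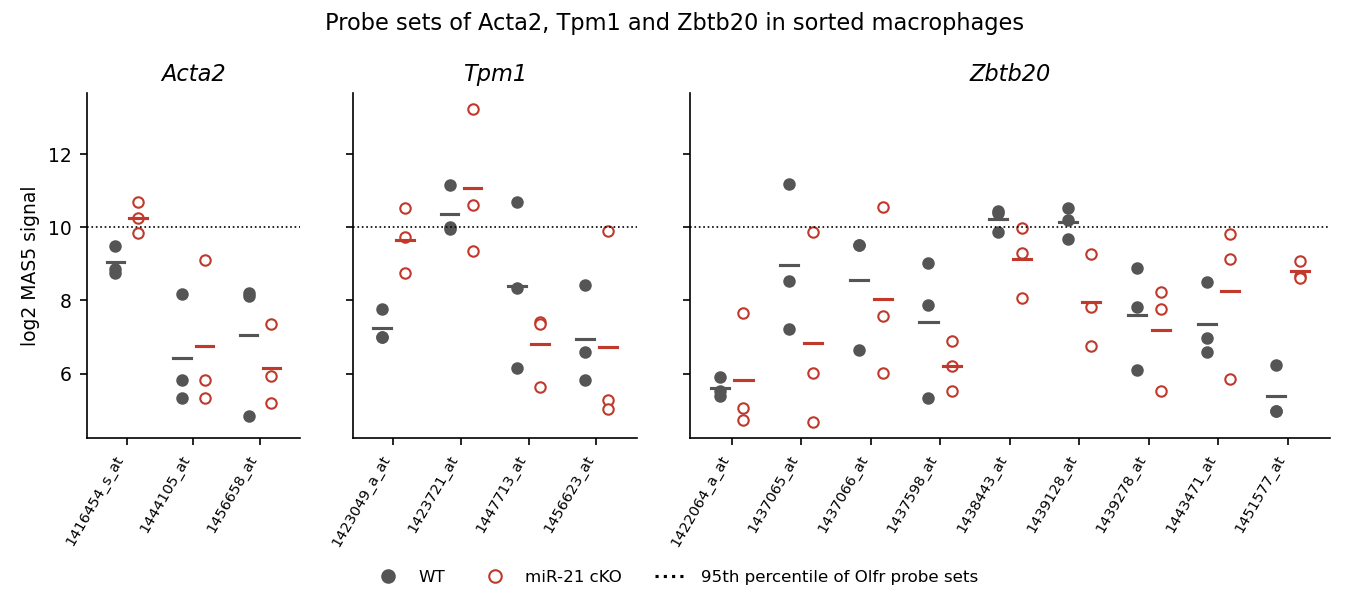
Probe sets of Acta2, Tpm1 and Zbtb20. The vertical axis is the log2 MAS5 signal, filled circles are the 3 WT arrays, open circles the 3 miR-21 cKO arrays, bars are group means and the dotted line is the 95th percentile of Olfr probe sets. The arrays of the genotypes do not overlap for the Acta2 probe set 1416454_s_at, the Tpm1 probe set 1423049_a_at and the Zbtb20 probe sets 1439128_at and 1451577_at.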

**Fig. 10:**
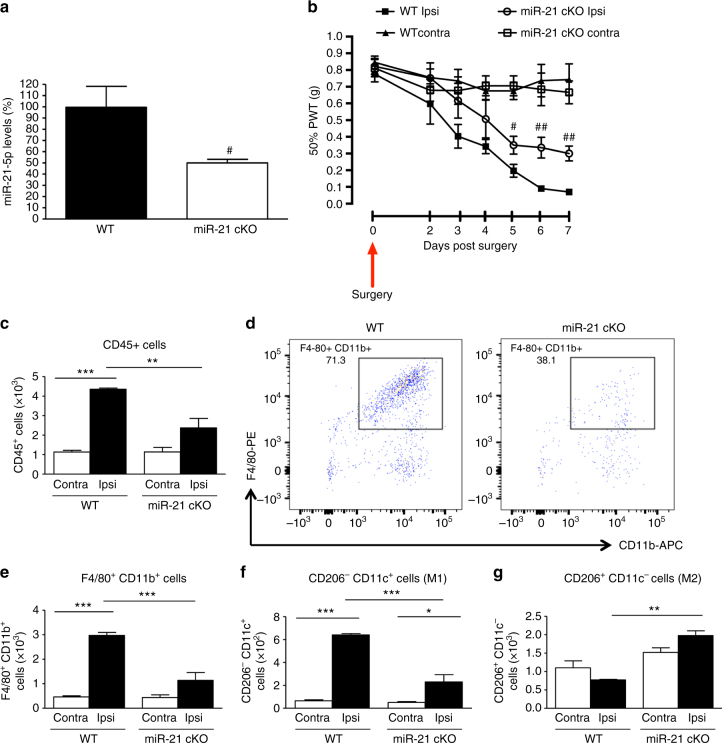
Conditional deletion of miR-21 in sensory neurons prevents the development of mechanical hypersensitivity and is associated with polarization of macrophages toward an anti-inflammatory phenotype. **a** Downregulation of miR-21-5p levels in DRG of miR-21 cKO compared to WT littermate mice. Data are expressed as means ± S.E.M., *n* = 5 mice for each group. ^#^ *P* < 0.05 compared to WT, Student’s *t-*test. **b** Effect of miR-21 deletion in DRG sensory neurons on the development of mechanical hypersensitivity following SNI. Data are presented as 50% of paw withdrawal thresholds (PWT); means ± S.E.M., *n* = 10 mice. ^#^ *P* < 0.05, ^##^ *P* < 0.01, compared to WT ipsilateral, two-way ANOVA followed by Tukey test. **c** Bar charts represent absolute number of leukocyte in DRG. **d** Representative scatterplots of immune cells sorted from pools of ipsilateral L4 and L5 DRG obtained from WT mice or miR-21 cKO mice, on day-7 post SNI injury. Numbers in gates refer to the percentage of positive cells for each specific marker. **e** Number of macrophages, **f** M1 macrophages (**g**) and M2 macrophages. Statistical analysis was performed on data from two independent experiments. Data are expressed as means ± S.E.M., *n* = 4 for each group. *P < 0.05, **P < 0.01, and ***P < 0.001, one-way ANOVA, post hoc Bonferroni

## Discussion

This study provides novel evidence for the dysregulation of non-coding miRs in sensory neurons after peripheral axon injury, which regulates the nature of the inflammatory infiltrate in the DRG microenvironment and exerts a significant impact on the development of neuropathic hypersensitivity. Specifically, peripheral nerve injury induced upregulation of miR-21 in ipsilateral DRG neurons, which was associated with ipsilateral mechanical hypersensitivity. The intrathecal delivery of a miR-21-5p antagomir resulted in (i) downregulation of miR-21-5p expression and upregulation of Spry2 in DRG; (ii) prevention of the development of ipsilateral mechanical hypersensitivity; and (iii) reduction of inflammatory macrophage number in DRG. As predicted, systemic delivery of the same dose of the antagomir did not alter neuropathic hypersensitivity, suggesting that intrathecal delivery of the antagomir acted locally and systemic distribution of the same dose of antagomir possibly diluted the active concentration of the oligomer. It would be worthwhile to test whether higher systemic doses of the antagomir display antihyperalgesic efficacy and target miR-21 at sites additional to the DRG.

Consistent with the intrathecal antagomir data, deletion of miR-21 expression in sensory neurons resulted in development of a less severe mechanical hypersensitivity and a marked reduction of inflammatory macrophage infiltration in the DRG. Moreover, selective deletion of neuronal miR-21 was associated with a significant presence of anti-inflammatory macrophages that displayed significant alteration in known miR-21-5p target genes.

Furthermore, we show in vitro that capsaicin stimulation of sensory neurons causes the release of exosomes containing miR-21-5p, that when phagocytosed by macrophages, promotes an increase in the expression of pro-inflammatory genes and proteins. Therefore, we conclude that the release of exosomes containing miRs is a plausible mechanism of neuron–macrophage communication in the DRG after nerve trauma. Whether EVs transfer pre-miR-21 and/or induce transcription of miR-21 in macrophages remain interesting possibilities. However, these data are indicative of neuronal miR-21 being a critical regulator, either directly or indirectly, of large number of cellular processes that underpin the macrophage phenotypes.

The cell bodies of sensory neurons in the DRG are invaded by action potentials traveling from the periphery to the spinal cord. Following peripheral nerve injury, ectopic impulses generated in the DRG become substantial and neuron-to-neuron coupling contributes to neuropathic pain^13, 14, 33^. Sensory neurons can modulate immune cells' function, for instance, by releasing inflammatory neuropeptides that mediate neurogenic inflammation^34^. We provide in vitro evidence that nociceptive neuron activity results in the secretion of EVs, including exosomes, which in vivo could serve the novel function of providing a mode of communication with nearby macrophages. The formation of MVBs and secretion of exosomes remain exclusive to sensory neuron cell bodies, as peripheral nervous system axons are unlikely to anteroretrogradely transport MVBs, which are rarely detected in PNS axons in vivo^12^. In dissociated DRG culture, neurons are mixed with satellite cells; however, we provide imaging evidence that pure sensory neurons release EVs, including exosomes, after capsaicin, which activates neuronal TRPV1 receptors leading to upregulation of intracellular Dicer. Thus, we demonstrate that sensory neuron cell bodies can perform regulated exocytosis of EVs in response to noxious-like activation and specific intracellular signaling pathways. Furthermore, detection of exosomal markers TSG101, Flotillin-1, and the adhesion molecule MFG-E8 in dissociated DRG culture media indicates the presence of exosomes, which can interact with phagocytic cells such as macrophages. Exosomal cargo can vary depending on cell type and stimulus, and we observed that sensory neuron-derived exosomes contain several miRs including miR-21, which is upregulated in the DRG following peripheral nerve injury. miR-21 has been shown to play a significant intracellular role in promoting neurite outgrowth through downregulation of the Spry2 protein^24^ and it is conceivable that miR-21 regulates targets in sensory neurons that can influence nociceptors' function directly or indirectly at peripheral and central terminals.

Our data provide evidence for an extracellular role of neuron-derived miR-21, which is released as part of exosomal cargo. Released upon DRG neuron soma activity in exosomes, when phagocytosed and overexpressed by macrophages, miR-21 would polarize macrophages toward a pro-inflammatory over an anti-inflammatory phenotype as evident by several validated markers. We acknowledge evidence that miR-21 may upregulate IL-10 in macrophages after 24 h-TLR4 stimulation, which mimics an infective status^35^. It is conceivable that the modulatory roles of miR-21 on macrophage polarization are plastic as well as dependent on time, stimulus, and specific microenvironments. Following traumatic nerve injury we could demonstrate a functional link between overexpression/deletion of miR-21 with pro-/anti-inflammatory macrophages both in vitro and in vivo.

Inflammatory macrophages infiltrate the DRG after peripheral axon injury and release cyto/chemokines that contribute to neuronal sensitization^3, 9^. We suggest that in vivo neuron–macrophage transfer of exosomes containing miR-21 may serve as a regulator of macrophage phenotype and consequentially promotes a pro-nociceptive environment. Herein, we make two observations that demonstrate that DRG neurons are a critical cellular source of exosomes containing miR-21. Specifically, stimulation of sensory neurons in vitro with capsaicin induced release of miR-21-5p in a TRPV1-mediated manner, suggesting that nociceptive neurons are a likely source of miR-21. Intrathecally delivered miR-21-5p antagomir in vivo, which significantly prevented the development of neuropathic hypersensitivity and showed preferential tropism toward neuronal cells over satellite cells and macrophages. Notably, the antagomir showed limited distribution to the spinal cord and probably higher centers.

Consistent with a neuronal origin of miR-21, the deletion of miR-21 expression in sensory neurons was associated with antinociceptive behavior, polarization of macrophages toward an anti-inflammatory phenotype, and alteration in macrophages of known miR-21-5p target genes that are responsible for cytoskeleton remodeling and cell survival. As the macrophage phenotype is associated with change in their shape that depends on contractility within the actin cytoskeleton^36^, future studies will determine potential direct association between cytoskeletal changes and downstream effects of miR-21-5p on macrophage polarization and function.

In summary, this study demonstrates not only a novel mechanism by which neuron–macrophage communication occurs, but also a potential function of DRG neuron excitability in the context of nerve trauma-associated pain. Cell bodies of sensory neurons in the DRG release exosomes and selected miRs, including miR-21-5p, following specific activation of nociceptive neurons by capsaicin. Once released, exosomes can be phagocytosed by infiltrating macrophages where elevated miR-21-5p expression is accompanied by an increase in pro-inflammatory and decrease in anti-inflammatory phenotype.

These data have multiple implications and can open a series of opportunities. Firstly, we suggest that targeting this mode of neuron–macrophage communication could prove to be a promising and innovative analgesic strategy and provide an alternative to current treatments of pain following nerve trauma, which show limited efficacy at present. Secondly, specific elements of the exosome cargo could be targeted and we provide here an example of such approach centered on miR-21-5p. Finally, the possibility of delivering exosomes in a tissue-specific manner may spare essential neuron–macrophage communication, providing a potential therapy with limited side effects. We note that preparations of exosomes derived from dendritic cells have entered clinical trials for immunotherapy in cancer patients and both production and characterization of clinical-grade exosome products are being actively pursued^11^. The application of this technology could be translated to the treatment of neuropathic pain.

## Methods

### Animals

Experiments were carried out in 8–12-week-old male C57BL/6 mice according to the United Kingdom Animals (Scientific Procedures) Act 1986, and following the guidelines of the Committee for Research and Ethical Issues of the International Association for the Study of Pain. Adult TRPV1 KO mice and WT control littermates were kindly donated by Stuart Bevan, King’s College London. Animals were housed with ad libitum access to food and water and maintained on a 12 h light/dark cycle. Experimental study groups were randomized and blinded.

### Generation of sensory neuron-specific miR-21 null mice

The mouse line miR-21, with a KO first conditional allele, was sourced from the Jackson Laboratory (accession number 36060). Mice were bred with FLP-Deleter mice and subsequently with Avil-Cre driver mice for conditional ablation in DRG^37^. The genotyping strategy of the line has been described previously^37, 38^. Conditional KO and WT littermates (8–10-week-old males) were used. Procedures were performed according to the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Mice were maintained at the EMBL Mouse Biology Unit, Monterotondo, Italy, in accordance with Italian legislation (Art. 9, 27 January 1992, no 116) under licence from the Italian Ministry of Health.

### Behavioral testing

Static mechanical withdrawal thresholds were assessed by application of calibrated von Frey monofilaments (0.02–1.0 g) to the hind paw plantar surface. Testing started with the application of a 0.07 g filament and each paw was assessed alternately between application of increasing stimulus intensity until a withdrawal response was achieved or application of 1.0 g filament failed to induce a response, in order to avoid tissue damage. The 50% paw withdrawal threshold (PWT) was determined by increasing or decreasing stimulus intensity, and evaluated using Dixon’s “up–down” method. Experiments were performed blind.

### Induction of neuropathy

Mice received a SNI^39^ under isofluorane anesthesia. Briefly, the skin and muscle of the left thigh were incised to expose the sciatic nerve and its three terminal branches. The common peroneal and tibial nerves were tightly ligated and the distal nerve stump was removed, while the sural nerve was left intact. In sham-injured mice, sciatic nerve was exposed but not ligated or excised. PWTs were examined prior to and daily from days 2 to 7 after surgery.

### Intrathecal and subcutaneous delivery of oligomers

Intrathecal cannula catheterization was performed on the same day of SNI surgery. Under anesthesia a small laminectomy was made over the thoracic spinal cord^40^. A polyethylene catheter (Alzet, Charles River Ltd, UK) was inserted under the dura mater in the lumbar enlargement and attached to a subcutaneous osmotic pump (Alzet 1007D, Charles River Ltd). For subcutaneous oligomer administration pumps were not connected to the cannula. An LNA-based miR-21-5p inhibitor and scrambled control oligomer were custom-made as fluorescein amidite (FAM)-labeled compounds by Exiqon (Denmark). Sequences are reported in Supplementary Table 1. The oligomers were mixed (1:5 v/v) with i-Fect™ in vivo transfection reagent (Neuromics, 2B Scientific, UK) and delivered for 7 days at 12 pmol/day. At the end of treatments, catheter and pump were checked to ascertain efficient delivery.

### In situ hybridization and immunohistochemistry

Sections (10 µm) were obtained from fresh frozen L4 and L5 DRG using a cryostat (Leica CM3050, UK) and mounted onto Superfrost Plus slides (Thermo Scientific, UK). Cryosections were fixed in 4% paraformaldehyde (PFA) and treated with proteinase K (5 μg/ml; Sigma, UK). The sections were acetylated with 1.35% triethanolamine/0.25% acetic anhydride/0.18% HCl and pre-hybridized in 50% formamide, 5× saline sodium citrate, 0.5 mg/ml yeast tRNA, 1× Denhardt’s solution prior to hybridization with a digoxigenin (DIG)-labeled probe complementary to mouse miR-21 (0.5 pmol, LNA miRCURY probe; Exiqon). Scrambled probes were used as controls. Probe sequences: miR-21: TCAACATCAGTCTGATAAGCTA; scrambled: GTGTAACACGTCTATACGCCCA. Following hybridization, sections were incubated with a mouse anti-DIG horseradish peroxidase antibody (1:500, Abcam, UK). The in situ hybridization signals were enhanced using a tyramide amplification system labeled with Alexa-488 (Invitrogen, UK). For subsequent immunohistochemistry (IHC) sections were incubated with the following primary antibodies: rabbit anti-mouse NF200 (1:1000, Abcam), sheep anti-mouse CGRP (1:500, Enzo Life Sciences), rat anti-mouse F4/80 (1:200, AbD Serotec), and secondary antibody (1:1000, Invitrogen Alexa-568 goat anti-rat for F4/80 and Alexa-568 goat anti-mouse for NF200 and CGRP), and were coverslipped using Vectashield mounting medium with DAPI (Vector Labs, UK).

For IHC in perfuse-fixed tissues, mice were transcardially perfused with saline solution, followed by PFA in 0.1 M phosphate buffer and lumbar spinal cord and L4 and L5 DRG were excised. Transverse sections of spinal cord (20 μm) and DRG (10 μm) were taken using a cryostat (Bright Instruments) and thaw-mounted onto SuperFrost Plus microscope slides (VWR). Sections were incubated with a rat anti-mouse F4/80 (1:200, AbD Serotec), rabbit anti-β-III tubulin (1:1000, Abcam), mouse anti-GFAP (1:400, Millipore), followed by an anti-rabbit Alexa Fluor 568 secondary antibody (1:1000, Invitrogen). The immunoreactivity was visualized using a Zeiss LSM710 confocal microscope and images were acquired using the LSM software (Zeiss, UK). Positive cells were quantified in areas of 25 × 10^4^ or 1 × 10^4^ µm^2^ areas using ImageJ software (version 1.46r, Wayne Rasband, National Institutes of Health, Bethesda, MD). At least four sections from three mice per group were used. For flow cytometry analysis, L4 and L5 DRG pooled from six sham-injured or SNI mice were collected in F-12 Nutrient Mixture (Ham; Gibco) supplemented with dispase (3 mg/ml; Roche), collagenase type IV (0.1%; Worthington), and DNAse (200 U/ml; Roche). DRG were triturated in DMEM Nutrient Mixture F-12 Ham (Sigma-Aldrich) containing heat inactivated fetal bovine serum 10% (HI-FBS; Gibco) and 1% penicillin/streptomycin (Gibco; DRG medium). Cell suspensions were then centrifuged at 800 RPM for 5 min and pellets resuspended in fresh medium (1.5% BSA in HBSS, Gibco).

### Primary cultures of dissociated DRG neurons

DRG were collected and placed into F-12 Nutrient Mixture (Ham; Gibco) supplemented with 0.1% collagenase type IV (Worthington). Thereafter, DRG were triturated and cell suspensions centrifuged at 600 RPM for 6 min. Pellets were resuspended in fresh DRG medium supplemented with NGF (10 ng/ml; Promega), and plated on poly-L-ornithine (100 µg/ml, Sigma-Aldrich)-pre-coated glass coverslips. Cultures (10,000–22,500 cells/well) were incubated at 37 °C for 24 h. In the experiments where miR-21 was overexpressed, cultured neurons were transduced with a green fluorescent protein (control) or miR-21 lentiviral vector^24^ and were incubated at 37 °C for 72 h.

### Primary cultures of pure sensory neurons

Non-neuronal cells were separated from neurons using anti-biotin microbeads and MACS technology (Miltenyi Biotech)^41^. Briefly, DRG were dissociated using 3 mg/ml dispase (Roche), 0.1% collagenase (Sigma-Aldrich) and 200 U/ml DNAseI (Roche) in F-12 medium (Life Technologies). Thereafter, tissues were homogenized and the supernatants filtered through a 70-μm filter and centrifuged for 8 min at 1000 RPM. Pellets were washed, resuspended, and incubated in MACS buffer containing 0.5% w/v BSA and non-neuronal biotin antibody cocktail for 5 min on ice. After wash, cells were incubated with anti-biotin microbeads (Miltenyi Biotech) and purified through LD columns in the QuadroMACS separator. The eluates were centrifuged at 1000 RPM for 8 min and pellets resuspended in DRG medium. Plates were coated with 1:10 polylysine followed by 1:10 GFR matrigel (BD Bioscience) in F-12. Approximately 8000 cells/well were incubated at 37 °C for 24 h.

On the experimental day, neurons were either incubated with 0.001% DMSO or capsaicin (1 µM) for 25 min and 3 h or KCl (25 and 50 mM) for 3 h. After stimulation, an aliquot of the supernatants was collected for LDH Cytotoxicity Assay (Pierce, Thermofisher) and the remaining volume centrifuged at 13,000 *g* at 4 °C for 2 min to remove apoptotic bodies and cell debris. Thereafter, exosomes were isolated by ultracentrifugation (100,000* g*), while cells were collected for Dicer immunoprecipitation, western blot analysis, and real-time PCR.

### EV isolation and analysis

Pure neuron culture media were centrifuged at 13,000 *g* for 2 min at 4 °C to remove apoptotic bodies and cell debris. Supernatants were incubated with CellTrace™ CFSE dye (1:1000, Invitrogen) for 10 min on ice. Then, samples were ultracentrifuged at 100,000 *g* at 4 °C for 1 h. EVs deposited at the bottom of each tube were subjected to ImageStream™ analysis or incubated with macrophages for uptake experiments. Acquisition on the ImageStream^x^ MKII was conducted at slow flow rate and ×60 magnification, with the “Remove Beads” option switched off. The 488 nm laser was set at 200 mW, the side scatter laser was set at 70 mW, and CFSE fluorescence was detected in channel 2. Data are expressed as vesicles/ml (after ensuring stabilization of flow rate). EV size distribution analysis was performed using an NS300 Nanoparticle Tracker with 488 nm scatter laser and high-sensitivity camera (Malvern Instruments Ltd., Malvern, UK). For each sample, particle scatter was recorded three times for 60 s each under flow conditions (arbitrary speed 50) at camera level 16 and analysis threshold 5, using the NTA 3.2 acquisition and analysis software.

### Primary macrophage in culture

Macrophages were obtained by lavage of the peritoneal cavity with 1% penicillin/streptomycin sterile saline, plated, and allowed to adhere. Thereafter, non-adherent cells were removed by washing and adherent macrophages covered with red phenol-free complete DMEM (Gibco) supplemented with 10% HI-FBS, 1% pen/strep, and 1% sodium pyruvate.

For mimic transfection, cells (500,000/well) were transfected with FAM-labeled miR-21-5p mimic or scrambled control N4 (500 ng; Exiqon), using a Lipofectamine^®^ 3000 Transfection Reagent (Invitrogen), as an alternative to a DNA plasmid. Lipofectamine^®^ 3000 Transfection Reagent was used as controls. Transfected cells were cultured for 48 h at 37 °C prior fixation with PFA for 20 min. After washing, coverslips were incubated with rat anti-mouse F4/80 antibody (1:200, AbD Serotec, UK) followed by Alexa Fluor 546 goat anti-rat (1:1000, Invitrogen), and were coverslipped in Vectashield mounting medium with DAPI. Six coverslips per group were analyzed using a fluorescent microscope (Zeiss), and transfection efficacy (%) after 48 h was calculated using the following formula for the correct transfection efficacy as described^42^:

$${\mathrm{Transfection}}\,{\mathrm{efficacy}}\left( {E} \right) = \left[ {\left( {{E/D}} \right) \times 100} \right]{/X}_{D}$$

where *D* represents the number of cells used, *E* is the number of F4/80^+^ cells expressing FAM-labeled miR-21-5p or N4, and *X*_*D*_ is the proliferation coefficient, that is the ratio of the number of cells on the coverslips on analysis day to those counted on transfection day.

For antagomir transfection, cells (1 × 10^6^/well) were allowed to adhere for 6 h at 37 °C and transfected with either miR-21-5p antagomir or scrambled control oligomer (1 μg; Exiqon). Sequences of the oligomers are reported in Supplementary Table 1. Antagomir-transfected cells were cultured for 48 h at 37 °C and then exposed to EVs derived from either non-viral transfected or miR-21-overexpressing sensory neurons stimulated with capsaicin. Macrophages not incubated with EVs were used as controls. Culture media were then removed, while cell lysates were obtained using a lysis/binding solution provided by mirVana miRNA Isolation Kit (Ambion). Small RNAs were isolated and miR levels detected by quantitative polymerase chain reaction (qPCR).

For flow cytometry analysis, plated cells were detached with Ca^2+^/Mg^2+^ free phosphate buffer saline containing EDTA (10 mM), centrifuged at 2,000 RPM for 8 min at 4 °C, and pellets were then resuspended in 1.5% BSA in 1× HBSS. TNF-α and IL-6 levels (pg/ml) were quantified in the culture media of macrophages using enzyme-linked immunosorbent assay (ELISA) kits (R&D Systems^®^).

### Imaging neuron-derived vesicles' incubation with macrophages

Adherent peritoneal macrophages (2 × 10^6^ cells/well) were cultured for 24 h at 37° and then incubated with CFSE-stained EVs derived from pure DRG neurons for further 1 h. Cells were then washed and resuspended in buffer (10 mM EDTA in DPBS−/− supplemented with 3% FBS) containing anti-mouse F4/80-APC (1:200, eBioscience) for 30 min. After fixation (BD Bioscience fixation buffer) and centrifugation, cells were acquired on the ImageStream^x^ MKII, at slow flow rate and ×60 magnification, with the 488 nm laser set at 200 mW, the 633 nm laser set at 100 mW, and the side scatter laser set at 3.7 mW. F4/80-APC fluorescence was detected on channel 11, EV CFSE fluorescence was detected on channel 2, brightfield images were acquired on channels 1 and 9, and side scatter was detected on channel 6. Appropriate single fluorophore controls were used for compensation, and macrophages treated with unlabeled vesicles were used as a fluorescence minus one gating control for CFSE positivity. Singlet macrophages were gated based on F4/80 expression and brightfield area and aspect ratio. Data are expressed as percentage of macrophages positive for CFSE and median fluorescence intensity of all singlet macrophages.

### Real-time PCR

Intracellular miRNAs and Dicer mRNA levels in cultured DRG: Neurons were lysed with a mirVana miRNA Isolation Kit (Ambion). Total and small RNA-enriched fractions were isolated and RNA-eluted using RNase-free water. Both concentration and purity were estimated using a NanoDrop ND-100 Spectrophotometer (ThermoFisher Scientific). For miR detection, each small RNA template sample was diluted to 5 ng/µl using nuclease-free water, and cDNA synthesized using the miRCURY LNA™ Universal cDNA Synthesis kit II (Exiqon). PCR for miRs 21-5p, Let7b-5p, 124-3p, and 134-5p was performed using ExiLENT SYBR^®^ Green master mix (Exiqon) in a LightCycler 480 (Roche). Primer sequences are reported in Supplementary Table 2. Duplicates of cycling thresholds (CTs) were averaged and the relative quantities of miRNAs calculated using the 2^−ΔΔCT^ method and normalized to snoRNA202 (Assay ID 001232, TaqMan™ MicroRNA assays). For quantification of *Dicer* mRNA levels, PCR was performed using a LightCycler FastStart DNA MasterPlus SYBR Green I kit (Roche) in a LightCycler 480 (Roche). Primer sequences are reported in Supplementary Table 3. Duplicate CTs were averaged at the results analyzed by the 2^−^^ΔΔCT^ method using *Actb* as a housekeeper gene.

Extracellular miRNAs in the exosomal fraction of cultured DRG: To measure miRNA release, DRG primary neurons (10,000/well) were incubated with 0.001% DMSO or capsaicin and exosomes were isolated from supernatants using miRCURY™ Exosome Isolation Kit (Exiqon) and small RNAs purifed with mirVana miRNA Isolation Kit (Ambion). PCR was performed for miRs 21-5p, Let7b-5p, 124-3p, and 134-5p. Duplicate CTs were averaged and the relative quantities of miRNAs were calculated using the 2^−ΔΔCT^ method and normalized to several artificial spiked-in as controls for extracellular miRNAs.

miR- 21-5p levels in DRG tissue and in macrophages incubated with neuron-derived EVs: Small RNAs were purifed as above and PCR for miR-21-5p performed in L4-L5 DRG obtained from WT and conditional miR-21 KO, DRG after intrathecal oligomers treatment as well as in macrophages after incubation with neuron-derived EVs. Duplicates CTs were averaged and the relative quantities of miRNAs were calculated using the 2^−ΔΔCT^ method and normalized to several artificial spiked-in as controls for extracellular miRNAs.

Pro-inflammatory and anti-inflammatory gene markers in transfected macrophages: cDNA was synthesized from total RNA, produced as described above, using the SuperScript II reverse transcriptase kit (Invitrogen™). PCR for *Nos2*, *Mrc1*, and *Spry2* gene products was performed using a LightCycler FastStart DNA MasterPlus SYBR Green I kit (Roche) in a LightCycler 480 (Roche). Primer sequences are reported in Supplementary Table 3. Duplicate CTs were averaged at the results analyzed by the 2^−ΔΔCT^ method using *Gapdh* or *Actb* as a housekeeper gene.

### Western blot analysis

Exosome markers in sensory neurons' media: DRG-derived exosomes were resuspended in cold lysis buffer (Tris-HCl, 20 mM pH 7.5, NaF 10 mM, NaCl 150 mM, 1% Nonidet P-40, phenylmethylsulfonyl fluoride 1 mM, Na_3_VO_4_ 1 mM) containing protease inhibitor cocktail tablets (Roche). Lysates were dissolved in 3× Laemmli’s sample buffer, boiled for 5 min, and subjected to 12% SDS-PAGE. Wet transfer was performed using the Bio-Rad Trans-Blot^®^ Cell (Bio-Rad Laboratories, Hertfordshire, UK) for 1 h at 4 °C, and membranes were blocked with 5% non-fat dried milk in TBS-T for 30 min at room temperature. Blots were probed with rabbit anti-TSG101 (1:1000, Cat# T5701, Sigma-Aldrich), rabbit anti-Flotillin-1 (1:1000, Cell Signaling, UK), or rabbit anti-MFG-E8 (1:1000, Cat# sc-33546, Santa Cruz Biotechnology) antibodies. Ponceau red was used as loading control.

Tissue and cell extracts: DRG and macrophages were lysed and protein concentration was determined by Bradford assay (Bio-Rad) prior to gel electrophoresis on 10% SDS-PAGE. Following transfer and blotting, gels were probed with the following primary antibodies: rabbit anti-Spry2 (1:1000; Cell Signaling), rabbit anti-iNOS (1:1000, Cell Signaling), rabbit anti-P-NFκB p65 (1:1000, Cell Signaling), and rabbit anti- NFκB p65 (1:1000, Cell Signaling). α-Tubulin (1:5000) and β-actin (1:1000, Cell Signaling) were used as loading controls. Results were visualized with horseradish peroxidase-coupled anti-rabbit immunoglobulin (Dako) using enhanced chemiluminescence detection reagents. Protein band densities were analyzed by Quantity One (Bio-Rad).

Immunoprecipitation of Dicer in pure DRG neurons: Immunoprecipitation of Dicer from primary neurons was performed by incubating 400 μl of protein lysate with 2 μg of a Dicer antibody (Novus Cat# NBP1-06520). Immunoprecipitates were subjected to SDS-PAGE and immunoblotted with anti-Dicer (1:1000, Novus Cat# NB200-59). Images of the original western blots are presented in Supplementary Fig. 11.

### Flow cytometry analyses

Isolated DRG neurons and peritoneal macrophages were resuspended in HBSS plus 1.5% BSA. An aliquot of cell suspension was used for counting to derive the absolute number of cells in each sample. Cells were stained on ice for 20 min with anti-mouse CD16/CD32 (Clone 2.4G2, BD Biosciences) to block Fc receptors, followed by incubation with a mix of fluorochrome-conjugated anti-mouse antibodies: CD45.1-Pacific Blue™ (Clone 30-F11, BioLegend), F4/80-PE (Clone BM8, eBioscience), CD11b-APC (Clone M1/70, eBioscience), CD206-PE-Cy7 (Clone C068C2, BioLegend), and CD11c-APC eFluor780^®^ (Clone N418, eBioscience). After washes, cells were diluted in flow buffer and run through a LSRFortessa™ cell analyzer (BD Bioscience). Samples were analyzed with FlowJo software (Tree Start, Ashland, OR, USA).

### Genome-wide microarray analysis of sorted macrophages

Macrophages (F4/80^+^ CD11b^+^ 2–5000 cells) were sorted from a pool of ipsilateral L4/L5 DRG of SNI WT and miR-21 cKO using a FACS Aria II sorter (BD Bioscience). Total RNA was prepared from the cell lysate. Each condition was represented by independently collected biological triplicates. Labeled cell extracts were processed for microarray analysis using the WT Pico Amplification kit (Thermofisher) and hybridized to Affymetrix Mouse 430V2 Arrays. MAS5 pre-processed data were generated in Expression Console (Thermofisher) and analyzed for differential gene expression using Transcript Analysis Console (Thermofisher) with a *P* value cutoff < 0.05 and two-fold change filter applied. Statistically significant differentially expressed gene list associated with each condition were further annotated and interrogated using MetaCore software (Reuters).

### Statistical analysis

Statistical analysis was performed with Graph-Pad Prism (Graph-Pad Software). All data are presented as means ± S.E.M. and were analyzed using Student’s *t* test (two groups), one-way ANOVA followed by Bonferroni’s multiple comparison test (more than two groups) or two-way ANOVA followed by Tukey test for behavioral data. Differences between means were considered statistically significant when *P* < 0.05. Sample size was chosen to ensure alpha 0.05 and power 0.8. Animal weight was used for randomization and group allocation. No animals were excluded from analysis.

### Data availability

The authors declare that all data supporting the findings of this study are available from the corresponding author upon request. Microarray data are deposited into Gene Expression Omnibus (GEO) repository system with the accession number GSE104270.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

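Gene expression was measured in macrophages (F4/80+CD11b+) sorted from pooled L4 and L5 DRG of the injured side, on day 7 after SNI, with 3 arrays of WT and 3 of miR-21 cKO mice. The paper describes the pools of each genotype as independently collected biological triplicates. Genotype and replicate number were taken from the sample labels, which match the groups in the methods.

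The authors amplified the RNA with the WT Pico kit, hybridized it to Affymetrix Mouse 430V2 arrays and made MAS5 signals in Expression Console. The deposited values are the intensity of each probe set on a linear scale, scaled by the authors to a trimmed mean of 500 on every array, as the trimmed means of the deposited columns show. The version of MAS5 is not given in the sources used here. The values carry no detection calls and no background value, so olfactory receptor (Olfr) probe sets, 47 in number, served as background, with their 95th percentile at 10.02 on the log2 scale. Of the tested probe sets, 2231 or 4.95% had a mean above it. An array's precision cannot be read from counts, and the number of arrays limits it. The median residual SD was 1.51 on the log2 scale.

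The table held 45101 probe sets. The 64 Affymetrix controls were left out and 45037 were tested, with no filter on dim ones. Names came from the platform's annotation, of which 34741 were updated through a current Entrez gene (RefSeq genes of GRCm38.p6, used for names only). One gene was named for 34945 probe sets, several for 932 and none here for 9160. Where a gene had several probe sets, the one with the highest mean over the 6 arrays was used, which gave 18193 genes.

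Signals were taken to log2 with no pseudocount, since all were above 0. Differences are miR-21 cKO minus WT from limma 3.58.1 in R 4.3.3, with lmFit and eBayes with an intensity trend, and Benjamini-Hochberg adjustment. The estimated prior degrees of freedom were infinite, so limma's standard errors come from the trend of spread on brightness and not from the spread of the single probe set. The thresholds of the methods, an unadjusted p under 0.05 and at least 2-fold, were applied to the same fit. The paper's array section gives Transcript Analysis Console as the software for differential expression and names no test behind its p-value. Its statistics section, which names Graph-Pad Prism, gives Student's t test for all data in a pair of groups, without a scale for the arrays. Whether the array p-values came from that test is not stated. Student's t test, with equal variance and for each probe set on the same log2 values, is called the methods' t-test here. Single genes also have an exact permutation test over the arrays, two-sided, whose smallest p is 0.1 with 3 arrays against 3. Gene lists were tested over 18193 genes with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

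Data were simulated with 45037 probe sets, 3 arrays in each group and a residual SD of 1.59 on the log2 scale. In the measured data the spread followed brightness, so the recovered shares need not hold for every probe set. Limma recovered 16%, 34%, 86% and 98% of log2 changes of 1, 2, 4 and 6 at the thresholds of the methods, and 0%, 4%, 18% and 84% after adjustment. The methods' t-test recovered 16%, 24%, 62% and 92% at those thresholds and 0% after adjustment. Of 44837 simulated probe sets without change, limma called 2309 and the t-test 2247 at the thresholds. Camera called 3% of simulated lists without change and 93% of lists with 10 of 25 members changed by a log2 value of 2. Whether these camera shares carry over to the adjusted test of the 33 lists over 18193 genes was not tested.

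Genes named in the text were chosen by a rule written before the data were examined. It takes the macrophage-related genes the paper names, of which 1 is not reported here. It adds up to 10 genes in each direction brighter than the Olfr background and without overlap between the genotypes, first those past an adjusted p and then in the order of the unadjusted p. This part and its counts skip unnamed probe sets, probe sets of several genes and Y-linked genes. Of each gene list it takes members with the smallest p, of which 2 are used where the rule allows up to 4. Other transcripts are marked in the text as chosen after their values were seen. The gene lists were also fixed beforehand. The ribosomal protein list was corrected after its values had been seen, when kinases named Rps6k were found to match its name pattern and were taken out, leaving 47 genes.

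Alternatives tried were quantile normalization, median centring, a floor at the 25th percentile of signals (94.4), filters at the median level and at the Olfr background, eBayes without trend, array weights, the replicate number as a block, leaving out each array, the methods' t-test, other ways to choose a probe set of a gene, and a fold change from mean linear values. The level of the poly-A controls as a block and fits of the arrays with high or low poly-A controls only were added after the data were seen. Genes with miR-21 seed sites were not compared with others, since transcript sequences were not used here.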

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

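All tests in this part were chosen after the results were seen.

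Several probe sets were bright on 1 miR-21 cKO array and under 1000 on every other array. The paper's array results do not discuss their transcripts, of which Actb serves as a housekeeping gene in its PCR. The Actb 3' control probe set read 15306 on miR-21 cKO array 3 and at most 149 on the others, and the Actb probe set 1436722_a_at read 13784 on the same array and at most 227 elsewhere. On that array Kmt2e, a chromatin regulator, read 369471 and Wdr18 read 11576. On miR-21 cKO array 1 the phosphatase subunit Ppp1cb read 14658 and the phosphatase Ptp4a2 read 33376, and on array 2 Zc3h7a read 19688. Each lay above 10000 with every other array under 1000. Without the Affymetrix controls, WT arrays held such probe sets too, 2 on each array, against 2, 1 and 3 on the miR-21 cKO arrays. A further Actb probe set, 1419734_at, was not among them. It read 352 to 1289 on the WT arrays and 934 to 3463 on the miR-21 cKO arrays.

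At the thresholds of the methods 2031 probe sets were called, and 9 of the 10 splits of the 6 arrays into 3 and 3 gave at least as many, the real one included, with 2583 as the highest other. The 10 splits are too few for a share under 0.05. The highest count came from the split that follows the poly-A controls, WT arrays 1 and 2 with miR-21 cKO array 3 against the rest, and with the poly-A level as a block the genotypes gave 2039. The log2 fold changes from arrays with high and with low poly-A controls correlated across probe sets at -0.00679. For a genotype difference of the measured size in all called probe sets, 0.109 was computed. Sizes picked by p on the same arrays run high, a genotype has a single array in each set, and no spread was computed. The comparison therefore decides nothing about a genotype difference. Calls at the rate of unadjusted tests stay open and could account for the whole count. Limma called 2031 and the methods' t-test 2225, where 2252 are given by an unadjusted p under 0.05 without any difference. Simulated data without change gave 2309 and 2247. In the methods' t-test 5.17% of probe sets had an unadjusted p under 0.05, against 4.97% to 6.21% in the other splits. A genotype difference, in the called probe sets or in fewer, also stays open.

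After adjustment, limma called 10 probe sets, and 4 of the 10 splits gave at least as many, the real one included, with 15 as the highest other. The 10 splits are too few for a share under 0.05. The real count of gene lists past an adjusted camera p was 0, so that every split gives at least as many, and the 10 of 10 splits that did, with 0 as the highest other, test nothing.

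Arrays of one genotype ranked their probe sets little alike, with a mean Spearman correlation of 0.265 within WT and 0.223 within miR-21 cKO. Failed labelling or hybridization of the added poly-A controls is argued against by their dap and thr signals, at least 5.80 times the 99th percentile of their array. For the mouse RNA this ratio cannot decide the question, since weak mouse signals would raise it. A labelled strand that the probes do not read is argued against by dap, labelled in the same reaction and at least 36.8 times that percentile, only if control and gene probe sets read the same strand, which the sources used here do not give, and otherwise stays open. Controls for mouse RNA went both ways: 18S ribosomal RNA read 407387 to 865108, the Gapdh 3' control lay at percentiles of 21.7 to 96.0, and the Actb 3' control lay at 17.4 to 37.3 on 5 arrays and at 99.9 on miR-21 cKO array 3. Above the Olfr background lay 4 of 47 ribosomal protein genes, 10 of 94 of oxidative phosphorylation and 3 of 24 of macrophage identity. Antigen presentation had 7 of 17. The low counts would follow from little macrophage messenger RNA in the labelled target, and also from an unread strand. The amount of that RNA stays open, since levels of different probe sets cannot be compared, and no biological explanation was tested.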

How the results depend on the processing

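The poly-A control fits in this part were chosen after the data were seen, and the other alternatives were planned. With 3 arrays of each genotype, the median probe set had a signal of 263 against 317 for Olfr probe sets, and 102 of the 2031 called probe sets were brighter than the Olfr background. The cause of each change below was not tested unless the setting's construction gives it. The comparison of genes with miR-21 seed sites was not run, for lack of transcript sequences, and under filters that drop a probe set its value could not be had.

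The count at the thresholds of the methods, 2031, was 833 for genes (402 higher and 431 lower), 971 with the filter at the median level and 83 with the filter at the Olfr background, where fewer features were tested. Without 1 array it was 1638 to 2125, and 50.6% to 57.0% of the called probe sets were called again. The count past an adjusted p, 10, was 3 for genes and 0 with the floor, with the Olfr filter, with eBayes without trend, in the methods' t-test and with low poly-A arrays only. It was 4 with the poly-A level as a block and 4 with high poly-A arrays only, and 5 (without miR-21 cKO array 2) to 17 (without WT array 1) without 1 array. With 1 array in an arm, that array is assumed to vary like the others. Higher calls made up 46.8% of all calls, 49.9% and 49.6% after quantile normalization and median centring, and 33.7% and 59.1% with high and low poly-A arrays only. The number of gene lists past camera, 0, was 1 with the Olfr filter, where the smooth muscle list kept 1 member, Des (adjusted p = 0.024).

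With the replicate number as a block, 1935 probe sets passed the thresholds, 10 an adjusted p and 0 lists camera. The arrays share only a number: deviations of same-numbered arrays correlated at -0.016, -0.018 and -0.033, and not every array correlated best with the array of its own number.

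The log2 fold change of Acta2, 1.22, passed in the methods' t-test (1.22, unadjusted p = 0.023), was -0.89 without probe sets ending in _x_at or _s_at, and was 1.01 to 1.45 without 1 array. Without 1 array, that of Tpm1 was -0.39 (without miR-21 cKO array 2) to 1.55 and that of Zbtb20 -1.55 to -0.59. Over the other settings they were 0.053 to 1.29 and -1.75 to -0.15, with 0.053 and -0.15 from high poly-A arrays only. Other genes changed sign. With the mean of all probe sets, Ptprc had -0.60, Clcn5 0.24 and Igf1 -0.72. Without _x_at and _s_at probe sets, D230025D16Rik had -0.039, Clcn5 1.30, Kbtbd13 0.050, Nacc2 1.19 and Limd2 1.56. With high poly-A arrays only, Adgre1 had 0.24, Rab27b 0.29, Lum 0.016, Csf3r 0.018, Alas2 -0.0025 and Rps3 1.13. With low ones only, Nos2 had 1.37, Mrc1 -0.52, Rela -0.98, Smarca4 0.65 and S100a8 -0.80, and with the poly-A block Rela had -0.00045. Without 1 array, Rela had -0.43 to 0.44 (negative also at -0.07 and -0.24), Smarca4 -4.04 to 0.35, Nos2 -1.77 to 0.61, Mrc1 -0.37 to 2.07, Adgre1 -2.32 to 0.11 and Spry2 -1.97 to 0.21. Of the 10 probe sets past an adjusted p, 1 kept its call in all 6 of these fits. Of the other values of single genes, 894 kept direction and side of the threshold, 183 no longer passed and 43 newly passed, and without 1 array these were 421, 92 and 24. Counts of called list members stayed within 1.5 times in 267 cases and moved further in 125. Of 45 named genes called, 11 kept their call in all 6 fits that leave out 1 array.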

Differences from the paper's values

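At the thresholds the paper states, its value is 2207 regulated genes, and 2031 probe sets passed in limma and 2225 in the methods' t-test, each within 1.5 times of it. Of the alternatives set before the data were examined, 4 gave values further from it than that: 833 genes, 1427 probe sets with the floor, 971 with the filter at the median level and 83 with the filter at the Olfr background. The other alternatives set beforehand, which include fits without 1 array and not the poly-A control fits, were within 1.5 times. The paper counts genes, and its text does not say whether several probe sets of a gene count once.

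The paper states that Acta2, Tpm1 and znf288 (Zbtb20) were regulated in the macrophages. Their brightest probe sets were not called by limma. The methods' t-test called the brightest probe set of Acta2, 1416454_s_at (log2 fold change 1.22, unadjusted p = 0.023). It also called Tpm1 1423049_a_at (2.40, unadjusted p = 0.013), Zbtb20 1451577_at (3.39, unadjusted p = 0.0016) and Zbtb20 1439128_at (-2.19, unadjusted p = 0.046). Limma called Zbtb20 1451577_at (unadjusted p = 0.019), with the floor also Tpm1 1423049_a_at and Zbtb20 1439128_at, and without miR-21 cKO array 3 also Zbtb20 1439128_at. These are probe sets that were chosen after their values were seen. None passed after adjustment.

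The paper states that pathways were perturbed. Of 33 gene lists, 0 passed camera, and 1 did with the filter at the Olfr background. The pathway sets of MetaCore were not used here, so the lists differ from the paper's.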

Other observations

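No test in this part was chosen after the results were seen, and transcripts picked afterwards are named as such.

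Of 94 genes of oxidative phosphorylation, 4 were higher in miR-21 cKO macrophages and 1 was lower at an unadjusted p under 0.05. Those higher were Cox5a, a subunit of cytochrome c oxidase (36.5 ± 16.0 in WT and 645 ± 76.3 in miR-21 cKO, SD, n = 3), Ndufa3 of complex I (179 ± 106 and 1608 ± 518, SD, n = 3), and Atp5j and Atp5md of the ATP synthase. Sdha of complex II was lower. Of 47 ribosomal protein genes 3 were higher and 4 lower, Rps3 and Rpl27a among those lower. Of 21 genes of glycolysis and hypoxia, the glycolytic enzyme Pgam1 and the glucose transporter Slc2a1 were higher and the glycolytic enzyme Pfkl was lower. Of 20 genes of extracellular matrix remodelling, the sheddase Adam17 was higher and the metalloproteinase inhibitor Timp2 lower. Of the genes called in these lists, Cox5a and Ndufa3 alone kept their call in all 6 fits that leave out 1 array. The log2 fold change of Rps3, -2.54, was -4.21 without WT array 2, -1.04 without WT array 3 and -1.52 without miR-21 cKO array 1. That of Pfkl, -2.27, was -3.76 without miR-21 cKO array 1 and -1.02 without array 2, and that of Sdha, -2.40, was -3.94 without array 1 and -1.59 without array 3. Slc2a1 had 2.28, and 1.26 without WT array 2, and Adam17 had 2.84, and 1.79 without WT array 3. None passed among 25 cell cycle genes, 20 immediate early and dissociation stress genes and 19 genes of cholesterol and lipid handling. No member of these lists passed an adjusted p over all genes or when adjusted over the list alone, and none of the lists passed camera.

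The neuropeptide Gal, which sensory neurons make, had signals of 45.7, 55.8 and 147 on the WT arrays and of 1659, 1374 and 485 on the miR-21 cKO arrays (log2 fold change 3.84, standard error 1.44). Lyz2, the lysozyme of myeloid cells, ranged from 438 to 15127, both on miR-21 cKO arrays. Dicer1, which cuts microRNA precursors, had log2 fold changes of -2.23 (standard error 1.42) and 2.02 (standard error 1.45) with its 2 probe sets. Vmp1, a membrane protein of autophagy whose gene overlaps that of miR-21, had 0.27 (standard error 1.23) and 0.85 (standard error 1.29). Lyz2, Dicer1 and Vmp1 were chosen after the data were seen, and so were Atp5j, Atp5md, Sdha and Slc2a1 above.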
